# Gene Expression in Experimental Aortic Coarctation and Repair: Candidate Genes for Therapeutic Intervention?

**DOI:** 10.1371/journal.pone.0133356

**Published:** 2015-07-24

**Authors:** John F. LaDisa, Serdar Bozdag, Jessica Olson, Ramani Ramchandran, Judy R. Kersten, Thomas J. Eddinger

## Abstract

Coarctation of the aorta (CoA) is a constriction of the proximal descending thoracic aorta and is one of the most common congenital cardiovascular defects. Treatments for CoA improve life expectancy, but morbidity persists, particularly due to the development of chronic hypertension (HTN). Identifying the mechanisms of morbidity is difficult in humans due to confounding variables such as age at repair, follow-up duration, coarctation severity and concurrent anomalies. We previously developed an experimental model that replicates aortic pathology in humans with CoA without these confounding variables, and mimics correction at various times using dissolvable suture. Here we present the most comprehensive description of differentially expressed genes (DEGs) to date from the pathology of CoA, which were obtained using this model. Aortic samples (n=4/group) from the ascending aorta that experiences elevated blood pressure (BP) from induction of CoA, and restoration of normal BP after its correction, were analyzed by gene expression microarray, and enriched genes were converted to human orthologues. 51 DEGs with >6 fold-change (FC) were used to determine enriched Gene Ontology terms, altered pathways, and association with National Library of Medicine Medical Subject Headers (MeSH) IDs for HTN, cardiovascular disease (CVD) and CoA. The results generated 18 pathways, 4 of which (cell cycle, immune system, hemostasis and metabolism) were shared with MeSH ID’s for HTN and CVD, and individual genes were associated with the CoA MeSH ID. A thorough literature search further uncovered association with contractile, cytoskeletal and regulatory proteins related to excitation-contraction coupling and metabolism that may explain the structural and functional changes observed in our experimental model, and ultimately help to unravel the mechanisms responsible for persistent morbidity after treatment for CoA.

## Introduction

Coarctation of the aorta (CoA) is a congenital defect during which the proximal descending thoracic aorta (dAo) is significantly narrowed, and is one of the most common congenital heart defects in the U.S (5,000 to 8,000 births annually)[1, 2]. Catheter-based treatments are available, but surgery is the treatment of choice in infancy due to its excellent short-term outcomes[3, 4]. The focal narrowing of coarctation has led some researchers to believe CoA is a *simple* disease[5] that can be alleviated by correction of the associated blood pressure (BP) gradient. However, the natural history of CoA suggests otherwise, as patients often have a reduced life expectancy from increased cardiovascular morbidity. The most notable complication of CoA is hypertension (HTN)[3], but other common sources of morbidity include early onset coronary artery disease and the potential for cerebral and/or aortic aneurysms. For example, even after successful treatment ~1/3 of CoA patients become hypertensive in adolescence[6], and the prevalence of HTN increases to 90% by 50–70 years of age[7], often despite pharmacological therapy.

Identifying the causes of increased morbidity in humans with corrected CoA is difficult for several reasons. Causal genetic contributors to the formation of CoA are extremely difficult to isolate from changes in gene expression due to the mechanical stimuli that are introduced by the coarctation itself once the ductus arteriosus closes shortly after birth. The ability to separate these two potential contributors to long term cardiovascular (CV) morbidity in CoA would provide added clarity when interpreting experimental results, and two potentially distinctive routes for clinical translation. Moreover, the relatively small number of CoA patients treated at a given center each year makes it difficult to design studies that will control for their heterogeneity from confounding variables such as: differences in age at repair; time to follow-up; severity of coarctation before repair; and concomitant CV anomalies. To address these challenges, we developed a novel animal model of CoA that allows for control of these variables, eliminates genetic predispositions at the onset of the disease, and introduces mechanical stimuli caused by CoA using a clinically-representative 20 mmHg BP gradient[8]. This model is devoid of concomitant anomalies such as bicuspid aortic valve, transverse arch hypoplasia, and septal defects. The model also mimics thoracic aortic changes presenting in humans with CoA[9–11], and uniquely allows for the study of corrected CoA through the use of dissolvable sutures to induce the coarctation.

A summary of previous findings using this model[12] are provided in Table 1. While the stimuli for vascular alterations and coarctation-induced morbidity are reversed for the equivalent of 6 human years after the suture dissolves in corrected rabbits, data from this model shows restoration of normal BP alone does not alleviate increases in medial thickness and stiffness, or decreases in contractility to phenylephrine (PE) and endothelial cell (EC) dysfunction as measured by acetylcholine (ACh) vs sodium nitroprusside induced relaxation. Immunohistochemical results show a shift from smooth muscle (SM) to non-muscle (NM) myosin heavy chain (MHC) isoform expression in the medial smooth muscle cells (SMCs) indicating a change in phenotype from contractile to synthetic for both CoA and corrected rabbits[12]. These changes are consistent with findings in humans[9–11]. For example, evidence for impaired function includes an increased response to norepinephrine (NE) in the brachial, but not femoral, artery of CoA vs. control patients[13]; abnormal brachial but not femoral function in repaired CoA patients[14]; and increased collagen and stiffness with less SM but greater contractility to potassium and NE stimulation in upstream vessels of CoA patients[15]. Importantly, none of the changes in vascular structure or function return to control levels after correction of the CoA in our model, but associated mechanisms have not yet been fully elucidated. The objective of the current investigation was to use microarray techniques to quantify differentially expressed genes (DEGs) in the upstream aorta subjected to high arterial BP after surgical induction of CoA, and restoration of normal arterial BP after its correction. DEGs may offer additional insight into potential mechanisms of persistent CV morbidity despite successful surgical repair.

**Table 1:** Summary of structural and functional changes to date from a novel rabbit model of native and corrected CoA (from Menon et al—Am J Physiol Heart Circ Physiol. 2012; 303:H1304-18).

Changes vs. control		Proximal to CoA		Distal to CoA	
		CoA	Corrected	CoA	Corrected
*Altered Hemodynamics*	BP	↑	NC	NC	NC
	Wall shear stress	↓	NC	↑↑	↓
	Strain	↓↓	↓	N/A	N/A
*Vascular Remodeling*	Medial thickness	↑↑	↑	NC	NC
	Altered SM Phenotype	↑	↑	NC	NC
*Endothelial Dysfunction*	Endothelial- derived relaxation	↓↓	↓	↓	NC
	SM-derived relaxation	NC	NC	↑	NC
*Decreased Contractility*	Vessel contractility	↓	↓	NC	↓
	Vascular stiffness	↑↑	↑	N/A	N/A

NC = no change relative to control, N/A = not available; SM = smooth muscle; multiple arrows indicates a more pronounced change.

## Materials and Methods

### Ethics statement

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Medical College of Wisconsin (protocol AUA1175) and Marquette University (protocol AR0223). Euthanasia was administered by intravenous overdose of pentobarbital sodium (100 mg/kg) consistent with the American Veterinary Medical Association guidelines for the euthanasia of animals.

### Experimental protocol, tissue harvest and sample preparation

Since the incidence of CoA is greater in males (2:1), male New Zealand white rabbits ~10 weeks old and weighing ~1.0 kg were randomly designated to undergo proximal dAo CoA. Studies dating back over 40 years suggested the majority of morbidity for CoA can be explained on the basis of abnormal hemodynamics through the ascending aorta and its branches (i.e. proximal to the coarcation) by showing that its conduit (blood flow) and cushioning (capacitance) functions were altered by CoA[16]. This is consistent with HTN often still observed during rest and exercise in patients with CoA. Other studies[17, 18] did not find convincing evidence for elevated plasma renin activity or angiotensin II levels[19] in CoA patients. These findings suggest increased plasma renin activity is not the primary cause of elevated BP leading to vascular dysfunction in CoA, and have helped set our focus on the proximal aorta and its branches. A 20 mmHg BP gradient was imposed for the current investigation using silk (permanent) or Vicryl (degradable) suture as previously described[20] to mimic untreated CoA and surgically corrected CoA, respectively. A 20 mmHg BP gradient is the putative value for when treatment of CoA is warranted[8]. Moreover, BP is very similar across species[21], making the stimuli for remodeling from our rabbit model analogous to that in human CoA. Similar to the human condition of CoA with the closure of the ductus arteriosus 1–7 days after birth, rabbits develop a pronounced stenosis and accompanying elevated BP as a stimulus for arterial remodeling within one week. Rabbits undergoing coarctation with degradable suture develop an initial stenosis similar to CoA rabbits. However, degradation of Vicryl suture restores aortic diameter close to normal, but with modest residual narrowing mimicking morphology often observed after surgical resection with end-to-end anastomosis in humans (Fig 1). According to the manufacturer, this suture is completely absorbed after ~9 weeks with an initial strength of approximately 15 lbf and a known strength retention curve based on the number of days since suture use. An analysis using this retention curve, with knowledge of rabbit aortic diameters, indicates that the force exerted on the suture used to create the coarctation by integrating the distribution of tractions within this region[22] exceeds the strength indicated by the manufacturer after ~21 days. Importantly, this information suggests that our novel approach of inducing CoA with dissolvable Vicryl suture provides the stimulus of altered hemodynamics from CoA for three weeks before restoring BP to normal for >4 months (i.e., ~6 human years) before the experimental end point of 32 weeks of age used in this study. Non-experimental rabbits were also designated for a control group. A sham group was not included to limit the number of animals used to only those that are truly necessary, consistent with IACUC recommendations (three “Rs”—reduce, refine, replace). Our prior work with this model of CoA and correction[12] revealed a statistically significant increase in mean, systolic and pulse BP proximal to the coarctation for CoA as compared to both control and corrected rabbits. A ~4 mm circumferential region from the proximal aorta between the coarctation site and left subclavian artery was subsequently excised at harvest and frozen. These frozen samples (n = 4/group) were shipped overnight to Arraystar, Inc (Rockville, MD) for microarray analysis.

**Fig 1:**
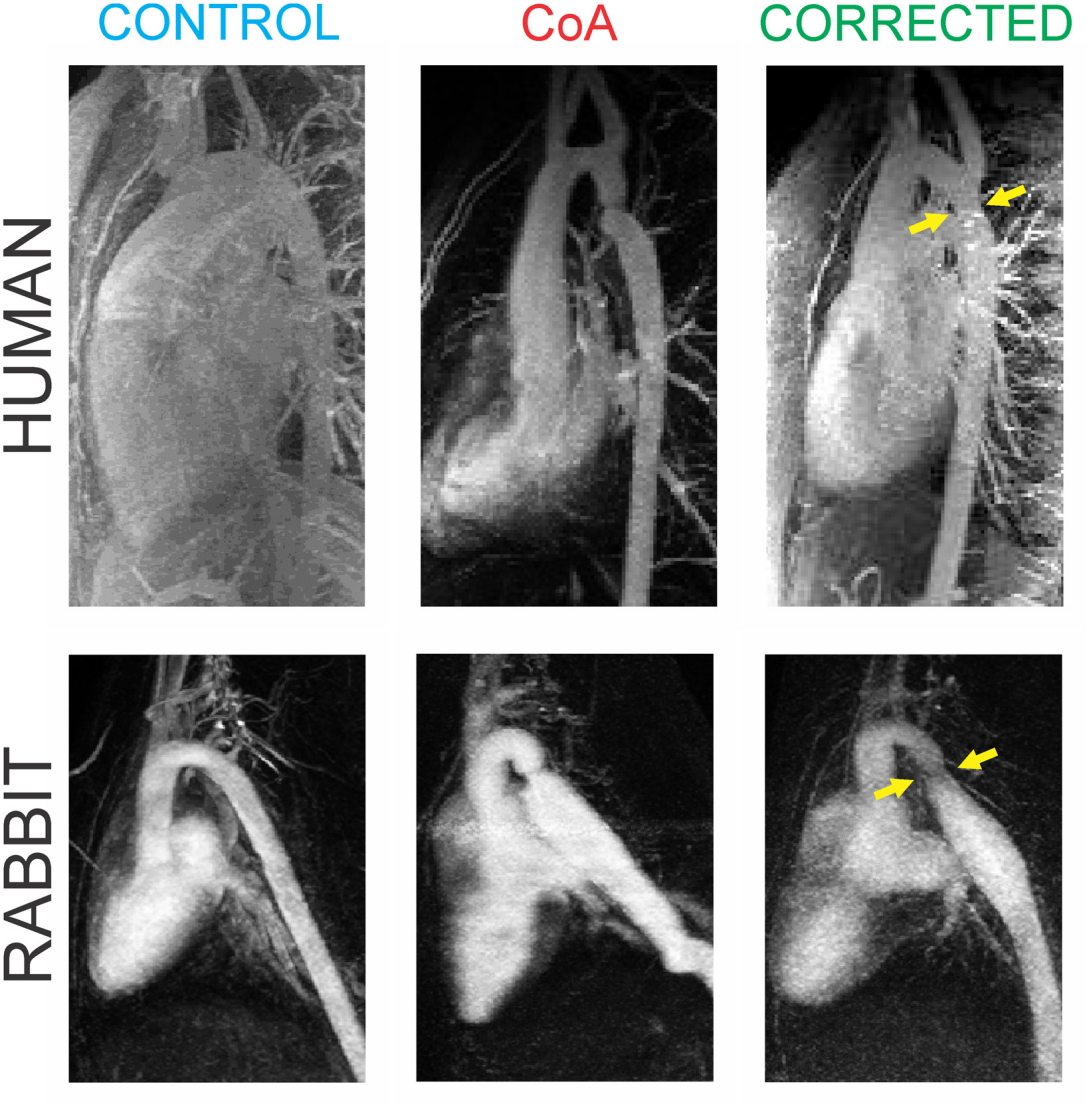
Images of morphological similarity between untreated and corrected CoA in humans (top row) and our rabbit model (bottom row). Arrows show correction sites. Human images are adapted from related studies discussed in detail in LaDisa et al.—Congenit Heart Dis. 2011 Sep; 6(5): 432–43 and LaDisa and Figueroa et al—J. Biomech. Eng. 2011 Sep;133(9):091008.

### Microarray analysis

The Agilent Array platform was employed for analysis using a Whole Genome Oligo transcriptome-wide rabbit (Oryctolagus cuniculus) microarray (model G2519F-020908) to study gene expression profiling at the global level, and enhance the understanding of biology and gene functions. 43,803 rabbit probes are represented with content sourced from RefSeq (Release 29; May 2008), UniGene (Build 11; Mar 2008) and Ensembl (Release 49; Feb 2008). The microarray slide was printed using Agilent's 60-mer SurePrint technology and used according to manufacturer literature. Briefly, sample labeling and hybridization were performed using the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. Total RNA from each sample was linearly amplified and labeled with Cy3-UTP. The labeled cRNAs were purified by RNeasy Mini Kit (Qiagen). The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000. 1 μg of each labeled cRNA was fragmented by adding 11 μl 10 × blocking agent and 2.2 μl of 25 × fragmentation buffer, then heated at 60°C for 30 min, and 55 μl 2 × GE buffer was added to dilute the labeled cRNA. 100μl of hybridization solution was dispensed into the gasket slide and assembled to the gene expression microarray slide. The slides were incubated for 17 hours at 65°C in an Agilent Hybridization Oven. The hybridized arrays were washed, fixed and scanned with using the Agilent DNA Microarray Scanner (model G2505C).

Agilent Feature Extraction software (version 11.0.1.1) was used to analyze acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software (Agilent Technologies). 

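The Feature Extraction output of each array flags every spot as positive and significant, and as well above background. A probe was taken as detected on an array when most of its spots carried both flags. Of the 43603 different probes, 27283 were detected on at least 8 of the 12 arrays and entered the tests. Without the well-above-background flag, 3478 probes passed a 2-fold change with an unadjusted p under 0.05 for CoA vs Control, more than with both flags. With detection required on all 12 arrays, 1277 probes passed it. The first of these filters was chosen after the values were seen.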

Probes for which at least 8 out of 12 samples had flags in Detected (“All Targets Value”) were then chosen for further data analysis. Differentially expressed probes with statistical significance were identified through Volcano Plot filtering. 

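The log2 signals of the detected probes, quantile normalized, were clustered over the 11 arrays by average linkage on 1 minus Pearson's r, which was computed across probes. Cut into 4 clusters, the tree placed Control replicates 1, 3 and 4 with Corrected replicate 1, and Control replicate 2 with CoA replicates 1, 3 and 4 and Corrected replicate 2. CoA replicate 2 and Corrected replicate 4 each stood alone. The most similar array was from the same group for 5 of the 11 arrays. The median correlation between arrays of one group was 0.959 over the Control and CoA pairs and 0.941 between these groups. For CoA and Corrected, it was 0.924 within the groups and 0.938 between them, so arrays of these groups were no closer to their own group than to the other. The first principal component held 37.0% of the variance between arrays and set CoA replicate 2 and Corrected replicate 4 apart from the rest. The second held 23.9%.

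**Figure D1:**
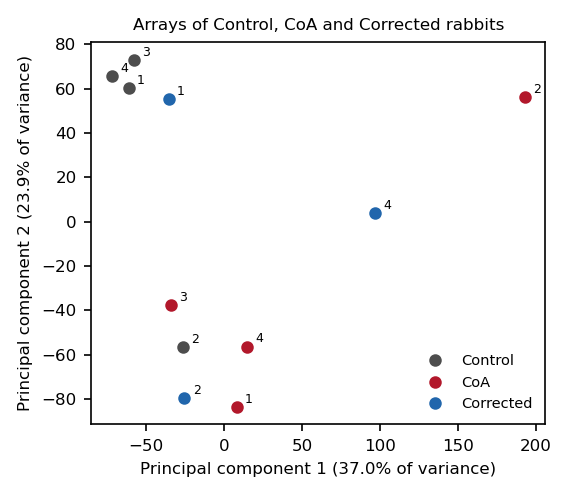
First principal component (horizontal axis, 37.0% of variance) against the second (vertical axis, 23.9%) of the log2 normalized signals, 1 point per array, colored by group and numbered by replicate. CoA replicate 2 lies at 193 on the first component, and Control replicate 2 lies near the CoA replicates 1, 3 and 4.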

Finally, hierarchical clustering was performed to show the distinguishable gene expression profiling among samples. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus[23] and are accessible through GEO Series accession number GSE70687 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70687).

### Analysis of DEGs

Normalized intensity distributions from kernel density plots indicated that the sample from one rabbit was an outlier (Fig 2). This sample was therefore excluded from the analysis. Comparison of gene probes was made between groups of samples in three ways: (1) CoA vs Control, (2) Corrected vs Control, and (3) CoA vs Corrected. Probes within each comparison were then ordered by their expression levels for both up and down-regulation, and those with a >6 fold change (FC) in gene expression and a *p*-value <0.05 were compared using Venny[24] similar to several previously published reports[25, 26]. Highly expressed probes for genes common to CoA vs Control and Corrected vs Control are particularly interesting as they could help explain sources of morbidity persisting after restoring BP, as could probes for highly expressed genes in CoA vs Corrected that are not present in the CoA vs Control comparison. Unfortunately, the rabbit genome is poorly annotated thereby limiting rapid functional analysis and straightforward investigation of pathways associated with a set of gene probes. We therefore used Better Bunny (http://cptweb.cpt.wayne.edu)[27], an online functional annotation tool using data derived from public bioinformatics resources including NCBI and Ensembl databases, to map probes for DEGs to highly homologous human genes. Agilent rabbit microarray probe identifiers from common interesting regions of the comparisons mentioned above were input to Better Bunny, and corresponding human orthologue genes were output in Ensembl Gene (ensembl gene stable ID) format using an identity threshold >50%[28].

**Fig 2:**
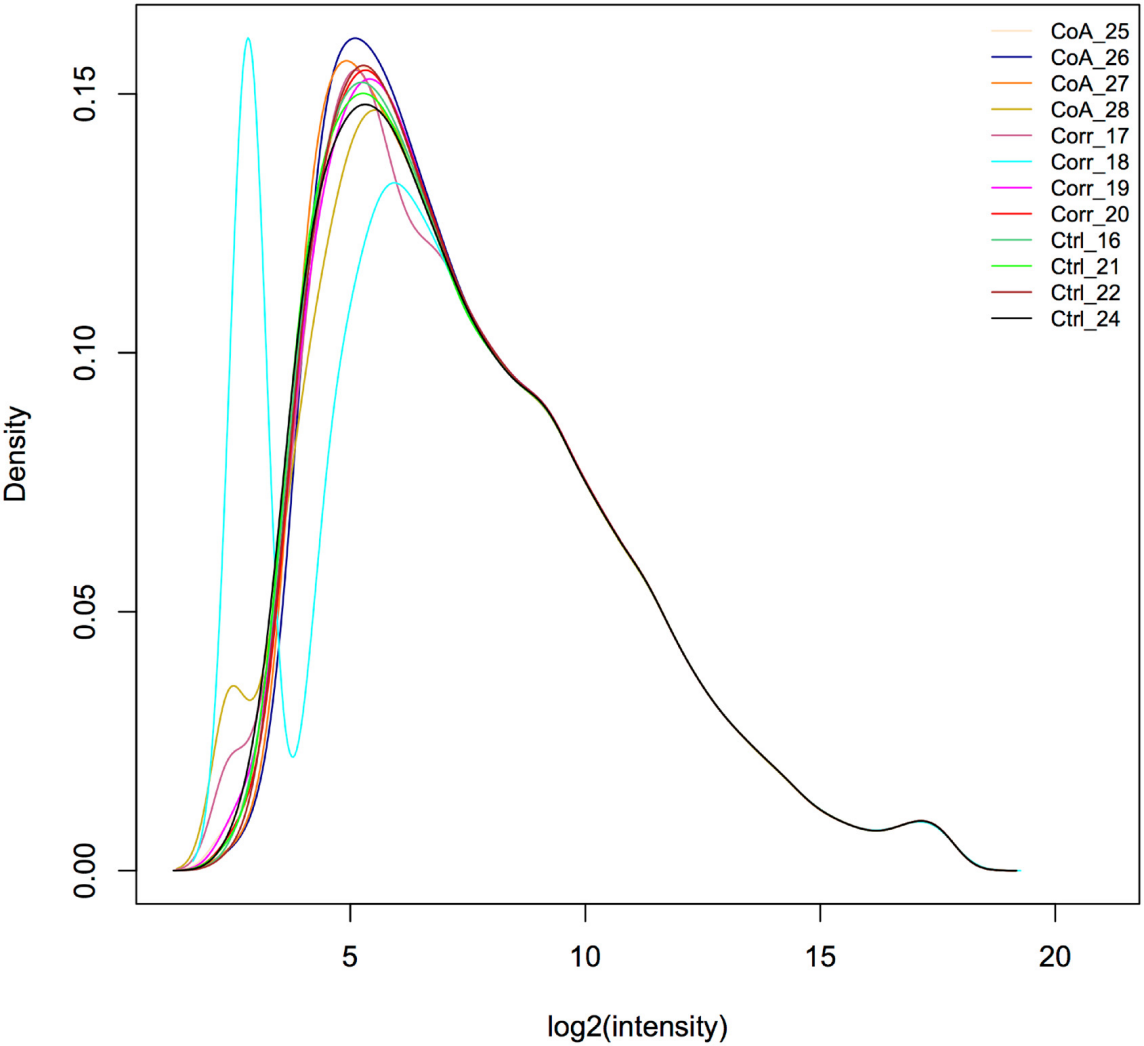
Normalized intensity distributions from kernel density plots indicate the sample with a bimodal distribution (Corrected rabbit #18) is an outlier. This sample was therefore excluded from the analysis indicated by the remaining figures and tables.

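On the array of Corrected rabbit 18 (Corrected replicate 3), 45.6% of the spots were well above background, against 61.8% to 68.5% on the other Corrected arrays. The share of spots at or close to the array's lowest value was 31.4%. The median signal was 8.85, against 28.1 to 59.7 on the other Corrected arrays before normalization. The array also differed from the others among bright probes. Over the 8463 brighter probes among those detected on all 12 arrays, 11.2% to 21.1% of probes were more than 4-fold away from their signal on another Corrected array after quantile normalization. Spearman's rho across these probes was 0.693 to 0.847 with the other Corrected arrays. Between Corrected replicates 1 and 2 rho was 0.902, and 2.69% of probes were more than 4-fold apart. Corrected replicate 4 had a rho of at most 0.865 with another Corrected array, and 3.50% of probes were more than 4-fold away from the nearest one. With Corrected replicate 3 added to the Corrected group, 2854 probes passed the 2-fold criterion for Corrected vs Control, more than without it.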

Ensemble Gene IDs from Better Bunny were used in several ways. First, they were input into the WEB-based GEne SeT AnaLysis Toolkit (WebGestalt) to perform functional analysis[29]. Specifically, DEGs with >6 FC in the regions of interest mentioned were characterized using the Gene Ontology (GO) analysis function in WebGestalt in order to elucidate important GO terms in cellular component, molecular function and biological process domains. All analyses conducted in WebGestalt used the following parameters: organism = hsapiens; reference set = entrezgene; significance level = 0.05; statistical method = Hypergeometric; multiple test adjustment = Benjamini-Hochberg; minimum number of genes for a category = 2. Second, DEGs with >6 FC in the regions of interest were compared to a list of candidate genes for hypertension in the Text-mined Hypertension, Obesity and Diabetes (T-HOD) database[30] and Comparative Toxicogenomics Database (http://ctdbase.org/). Third, pathways containing ≥5 DEGs (each with >6 FC), which were also associated with National Library of Medicine Medical Subject Headers (MeSH) disease IDs of hypertension (MESH:D006973), cardiovascular disease (CVD; MESH:D002318) or CoA (MESH:D001017), were found using the Integrated Pathway Analysis Database for Systematic Enrichment Analysis (IPAD)[31] and Ingenuity Pathway Analysis (IPA, Redwood City, CA). Lastly, a thorough literature search was conducted in PubMed for all DEGs with >6 FC to review the available literature and further appreciate their potential involvement in sources of CV morbidity in CoA.

### Messenger RNA analysis by quantitative reverse transcriptase PCR (qRT-PCR)

In order to validate microarray results, total RNA samples were analyzed using qRT-PCR. cDNA was synthesized using the RT^2^ First Strand kit (Qiagen) according to the manufacturer’s instructions. Genomic DNA was eliminated by a brief incubation of total RNA with GE Buffer. Samples were chilled and mixed with 5X RT Buffer 3, Primer and External Control Mix, RT Enzyme Mix 3, and RNase-free water. The mixture was then incubated at 42°C for fifteen minutes, then at 95°C for five minutes. qRT-PCR was conducted using the iCycler Real-Time PCR detection system (BioRad).

Expression of messenger RNAs were analyzed in technical triplicate using RT^2^ Primer Assays (SABiosciences) for DEGs with the most pronounced expression (e.g. ITGA4 and UCP1). cDNA was diluted and combined with RT^2^ SYBR Green/Fluorescein Master Mix. Samples were exposed to an initial 95°C hot-start activation step, followed by 40 cycles of 94°C denaturation and 60° annealing/extension phases. Data collected from these experiments defined Ct values of the mRNAs present in each sample. Expression levels of the housekeeping gene GAPDH were used as controls to normalize samples. Samples without reverse transcriptase and melt curve denaturation were also run to confirm sample purity.

## Results

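Aortic rings from upstream of the coarctation, below the left subclavian artery, were taken from 4 Control rabbits, 4 CoA rabbits with a permanent silk suture and 4 Corrected rabbits with a degradable Vicryl suture. RNA from each ring was labeled with 1 dye and hybridized to 1 Agilent rabbit array. The authors deposited the output of Agilent Feature Extraction for each array, in which the processed signal is the intensity of a spot after background subtraction, before any normalization between arrays. Each array held 43803 spots that were not controls. The share of spots well above background was 69.7% to 77.7% on the Control arrays (median 73.1%), 55.8% to 69.7% on the CoA arrays (median 63.6%), and lower on Corrected replicate 3 than on any other array (median of the Corrected arrays 63.5%). On each array, 0 spots were saturated. The number of arrays per group limits the precision of every value.

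The log2 processed signals were quantile normalized over the 12 arrays, as in the paper's methods. Between 8 and 22 spots per array with an outlier flag were left out, and spots of one probe were averaged. Corrected replicate 3 (rabbit 18) was left out of the comparisons as in the paper, so that 4 Control, 4 CoA and 3 Corrected arrays entered a single limma model. The paper's text does not name the test behind its volcano plots. Its criterion, a minimum fold change with an unadjusted p-value under 0.05, was applied to limma's p-values, and probes were also counted after Benjamini-Hochberg adjustment over all probes tested.

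The arrays lay on 4 slides. All CoA arrays shared 1 slide that held no other group, so slide and group cannot be told apart for CoA by comparing arrays within a slide. Corrected replicates 1, 3 and 4 shared a slide. Control replicates 1, 2 and 4 shared a slide with Corrected replicate 2, and Control replicate 3 was alone on a slide scanned on another day. Control replicates 3 and 4 gave nearly the same values. The SD of their log2 difference over the brighter probes detected on all arrays, estimated from the median absolute deviation, was 0.145, against 0.284 to 0.972 for the other pairs of the 11 arrays. Repeated spots of one probe alone gave an SD of 0.0918 for this difference. All 5 probes of IL6, a gene singled out after its values were seen, were higher on Control replicate 3 by at least 2.24 on the log2 scale. The 2 arrays were therefore kept as separate samples, and counts with the pair as 1 sample, an alternative chosen after the values were seen, are given where they differ.

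The files name most probes by transcript accessions. RefSeq accessions of 3368 probes (7.72%) matched a gene symbol in the RefSeq gene table of the rabbit assembly mOryCun1.1, for 1264 symbols. Of the 93 genes that the paper names, 13 had such a probe. The brightest probe stands for a gene, and values of its other probes are given for some genes and comparisons. Where a group had no array well above background for a probe, the fold change is a lower bound. It sets the mean of the brighter group against the dim group's mean of, on each array, the lowest signal among probes well above background or the probe's own signal, whichever is higher.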

Differentially expressed probes for each comparison (i.e. CoA vs Control, Corrected vs Control, and CoA vs Corrected) received from Arraystar were binned based on their expression levels using a minimum of 2, 4, 6 and >8 fold changes (Fig 3). A total of 2,272 and 1,174 probes corresponding to genes with >2 FC were found for the CoA vs Control and Corrected vs Control comparisons, respectively. 

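At more than 2-fold and an unadjusted p under 0.05, 2404 of the probes tested differed between CoA and Control, 979 higher and 1425 lower in CoA. For Corrected vs Control, 1474 probes differed, 658 higher and 816 lower in Corrected. After Benjamini-Hochberg adjustment of limma's p-values, 0 probes were under 0.05 in either comparison, and the smallest adjusted p was 0.217 for CoA vs Control and 0.240 for Corrected vs Control. An unadjusted p under 0.05 was reached by 3880 and 2283 probes, where 1364 are expected by chance. A test of each probe without moderation, over only the groups compared, gave 3941 and 2045 probes at an unadjusted p under 0.05, with 0 and 1 after adjustment. With limma's array weights over all 12 arrays, 11118 and 82 probes passed adjustment, and with Control replicates 3 and 4 as 1 sample in that fit, 74 and 0. Without array weights, 870 probes passed it for CoA vs Control with slide as a random block. That fit cannot separate slide from CoA, because all CoA arrays shared 1 slide with no other group. Its correlation within slides was -0.148, and a negative value makes the mean of a group on 1 slide look more precise. Also without array weights, 21 probes passed for CoA vs Control when Control replicate 2 was left out. With no detection filter, or with detection on every array of a group, 1 passed. For Corrected vs Control, 1 passed with only the groups compared, and 1 when CoA replicate 1 was left out. In simulated data with each probe's own spread, in which 200 probes were changed by known folds, 692 and 803 unchanged probes met the 2-fold criterion for these comparisons. Of the probes changed 8-fold, adjustment at 0.05 recovered 68.2% and 54.5%. The simulated probes were drawn independently, without the variation that the probes of an array share. These values therefore do not give the false count or the recovery for the real arrays. Other splits of the real arrays into groups of the same sizes gave up to 2803 and 3161 probes past 2-fold.

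Of the 2404 probes, 1047 had Control and CoA arrays that did not overlap, and of the 1474 probes, 863 had Control and Corrected arrays that did not overlap. Over all probes tested, the groups did not overlap for 10.2% and 8.86%, where chance gives 2.86% and 5.71%. As a ratio, the background correction moved the first count most, while array weights added the most probes. With normexp on the median signal, an alternative chosen after the values were seen, 935 probes differed between CoA and Control, 287 higher and 648 lower in CoA. For Corrected vs Control, it gave 134 probes higher and 424 lower in Corrected. The offset of 50 that normexp added to every spot shrinks the fold changes of dim probes by itself. As a ratio, slide as a block moved the second count most, to 548 probes, but that fit compares only Corrected replicate 2 with the 3 Control arrays on its slide. Scaling each array to its 75th percentile in place of quantile normalization gave 1530 probes higher and 1221 lower in CoA than in Control. It gave 771 probes higher and 706 lower in Corrected than in Control. That scaling raised the median log2 fold change over all probes from 0.06 to 0.22 for CoA vs Control and from 0.03 to 0.13 for Corrected vs Control. Single arrays also counted. The first count was 1602 without Control replicate 3, 1545 without Control replicate 4 and 1564 with the pair as 1 sample. The second was 2400 without Corrected replicate 1, 2361 without Corrected replicate 2 and 765 without Corrected replicate 4.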

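Between CoA and Corrected, 754 probes differed by more than 2-fold at an unadjusted p under 0.05, 392 higher and 362 lower in CoA. At an unadjusted p under 0.05 alone there were 1175 probes, fewer than chance gives. After adjustment, 0 probes were under 0.05 in limma, with a smallest adjusted p of 0.911, and 0 in the test without moderation, which gave 736 probes before adjustment. The groups did not overlap for 390 of the 754 probes. Without Corrected replicate 2, the count was 1778. Without CoA replicate 1, or without Corrected replicate 4, 1 probe passed the adjustment. Past 2-fold, scaling to the 75th percentile gave 337 probes higher and 349 lower in CoA than in Corrected. Normexp on the median signal gave 46 higher and 71 lower.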

The CoA vs Corrected comparison yielded substantially fewer probes (447) with >2 FC. Human orthologue analysis of probes with >2 FC in Better Bunny revealed 1,211, 689 and 256 unique DEGs in the CoA vs Control, Corrected vs Control, and CoA vs Corrected comparisons, respectively. When scrutinized at a >6 FC level, the number of DEGs reduced to 133, 112 and 11 for the CoA vs Control, Corrected vs Control, and CoA vs Corrected comparisons, respectively (Fig 3).

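By probe, 269 differed by more than 6-fold between CoA and Control (56 higher, 213 lower in CoA), 209 between Corrected and Control (18 higher, 191 lower in Corrected) and 39 between CoA and Corrected (15 higher, 24 lower in CoA), each at an unadjusted p under 0.05. At more than 4-fold the counts were 583, 339 and 124, and at more than 8-fold they were 155, 141 and 22. Of the 6-fold probes, 41.3%, 37.8% and 71.8% were not well above background on at least 1 array of the groups compared, so their fold changes include values near the background. With Control replicates 3 and 4 as 1 sample, the counts were 193, 126 and 31. The first count was 464 without Control replicate 2 and 455 without CoA replicate 3. The second was 348 without Corrected replicate 1, 112 without Corrected replicate 4 and 121 without Control replicate 4. The third was 134 without Corrected replicate 2, 87 without CoA replicate 3 and 71 without Corrected replicate 4. The step from probes to human orthologues was not repeated here.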

**Fig 3:**
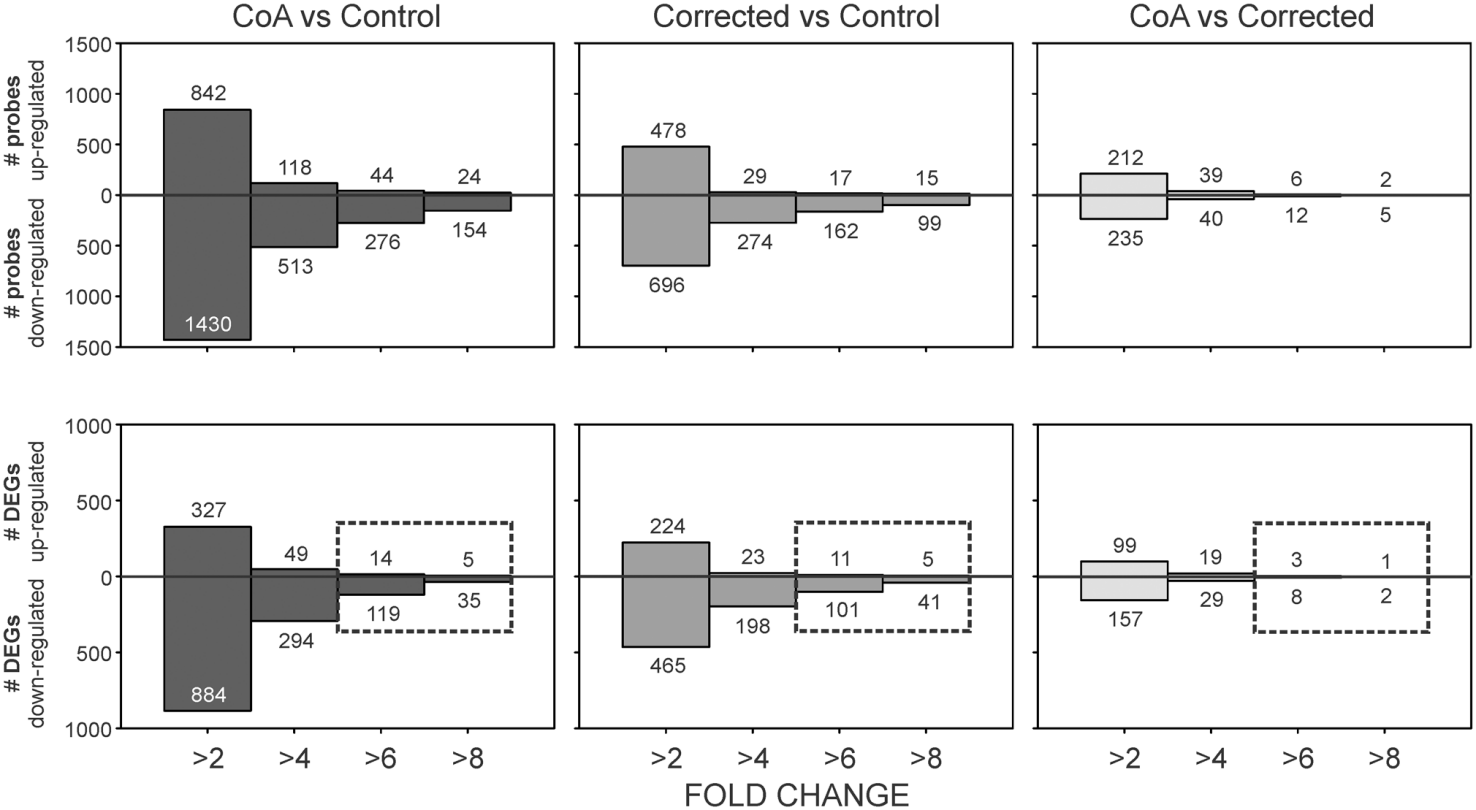
(Top) Probes with >2 fold-change and a p-value <0.05 for each comparison were binned based on their expression levels using a minimum of 2, 4, 6 and >8 fold changes. Human genes corresponding to expressed probes on the rabbit chip were determined using orthologue analysis in Better Bunny (Craig et al.—BMC Bioinformatics. 2012 May 8;13:84). Probes without an orthologue human gene and redundant differentially expressed genes (DEGs) were omitted. (Bottom) Unique human orthologue DEGs with >6 FC (indicated within the boxes below) were further studied through GO term, function and pathway analysis, and extensive literature review.

Venn diagrams of up and down-regulated DEGs with >6 FC common to the CoA vs Control and Corrected vs Control comparisons, as well as DEGs with >6 FC in the CoA vs Corrected comparison that were not found in CoA vs Control comparison, are shown in Fig 4. 

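Counted as probes, 118 were more than 6-fold lower in both CoA and Corrected than in Control, and 14 were more than 6-fold higher in both. In CoA vs Corrected, 17 probes passed 6-fold (10 higher, 7 lower in CoA) and did not pass it in the same direction in CoA vs Control. Both comparisons with Control share the control arrays, which alone makes fold changes alike. Across probes, the log2 fold changes of the comparisons correlated with r = 0.705. Over 100 simulated sets of 3 unchanged groups, drawn with the same spread between arrays, the median r was 0.504 and the largest 0.949. The simulated sets gave 0 to 48 probes lower in both and 0 to 54 higher in both.

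The signal of the 118 lower probes varied within the groups. Their median log2 signal was 9.49, 10.31 and 10.24 on Control replicates 1, 3 and 4 and 6.60 on Control replicate 2, which lay below CoA replicate 3 (7.19) and Corrected replicate 1 (7.60). The other CoA and Corrected arrays in the comparison lay between 3.92 and 6.56. With Control replicates 3 and 4 as 1 sample, 40 probes were lower in both and 13 higher in both. The count of 118 became 44 without Control replicate 3, 40 without Control replicate 4 and 188 without Control replicate 2. It was 65 without CoA replicate 2, 75 without CoA replicate 1, 47 without Corrected replicate 2 and 38 without Corrected replicate 4. The count of 14 became 22 without Control replicate 2 and 9 without Corrected replicate 4. The count of 17 became 95 without Corrected replicate 2, 38 without Corrected replicate 1, 28 without Corrected replicate 4, 30 without CoA replicate 2 and 31 without CoA replicate 3. The paper proposes that genes common to both comparisons with Control could help explain morbidity that persists after BP is restored.

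**Figure D2:**
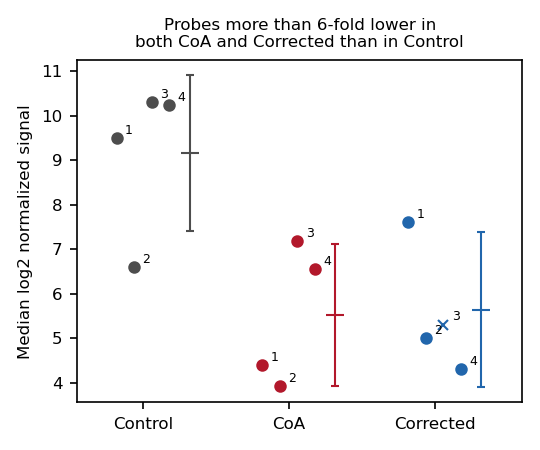
Median log2 normalized signal (vertical axis) of the 118 probes more than 6-fold lower in both CoA and Corrected than in Control, 1 point per array, numbered by replicate. The bars give the mean and SD of the arrays compared, and the cross is Corrected replicate 3, which was left out of them. Control replicate 2, at 6.60, lies among the CoA and Corrected arrays.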

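Of the 51 genes of Table 2, 5 had a probe with a gene symbol here: INMT, CD247, UCP1, ATP2A1 and MYH1. The log2 signal of INMT, which encodes indolethylamine N-methyltransferase, was 14.77 ± 0.50 (SD, n = 4) in CoA, 14.83 ± 0.45 (SD, n = 3) in Corrected and 11.93 ± 1.01 (SD, n = 4) in Control. Its log2 fold change was 2.84 for CoA vs Control (standard error 0.48, limma's adjusted p = 0.217) and 2.90 for Corrected vs Control (standard error 0.52, adjusted p = 0.240). Every CoA and every Corrected array used in the comparison lay above every Control array, and the two-sided exact permutation p was 0.029 for CoA, the smallest that 4 against 4 allow, and 0.057 for Corrected. INMT passed the 2-fold criterion under all 30 and all 31 alternatives for these comparisons, with log2 fold changes of 2.59 to 3.31 and 2.66 to 3.37. Its adjusted p over these alternatives ranged from 0.000173, with array weights, to 0.615 for CoA vs Control, and from 0.0460 to 1.00 for Corrected vs Control.

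For the 13 genes taken as a list, in limma without the detection filter, 5 genes had p under 0.05 when adjusted over the list alone for CoA vs Control, 6 for Corrected vs Control and 2 for CoA vs Corrected. Adjusted over all probes, 0 did in each comparison, and 6, 7 and 3 had an unadjusted p under 0.05. Since the paper chose most of these genes on the same samples, the count over the list is not independent evidence.

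**Figure D3:**
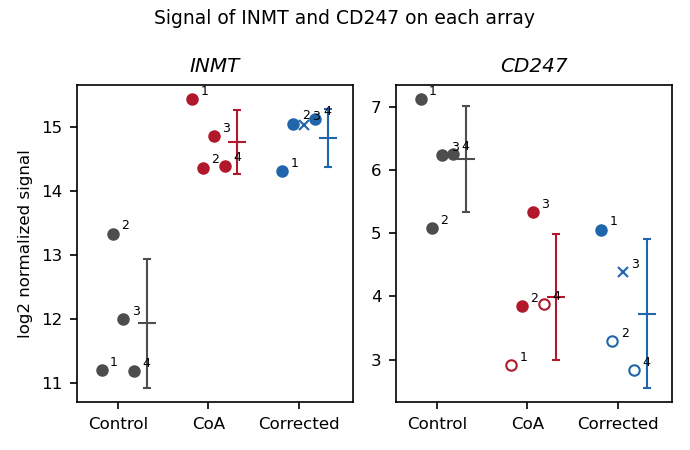
Log2 normalized signal (vertical axes) of INMT and CD247 on each array, numbered by replicate, with the mean and SD of the arrays compared. Open circles are not well above background, and the cross is Corrected replicate 3, which was left out of the means. The lowest CoA and Corrected arrays for INMT lie above the highest Control array.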

Details for these DEGs are provided in Table 2 and may be of particular interest in the etiology of morbidity persisting after correction of CoA. GO terms for DEGs with >6 FC within these regions of interest are shown by biological process, molecular function, and cellular component domains in Fig 5.

**Fig 4:**
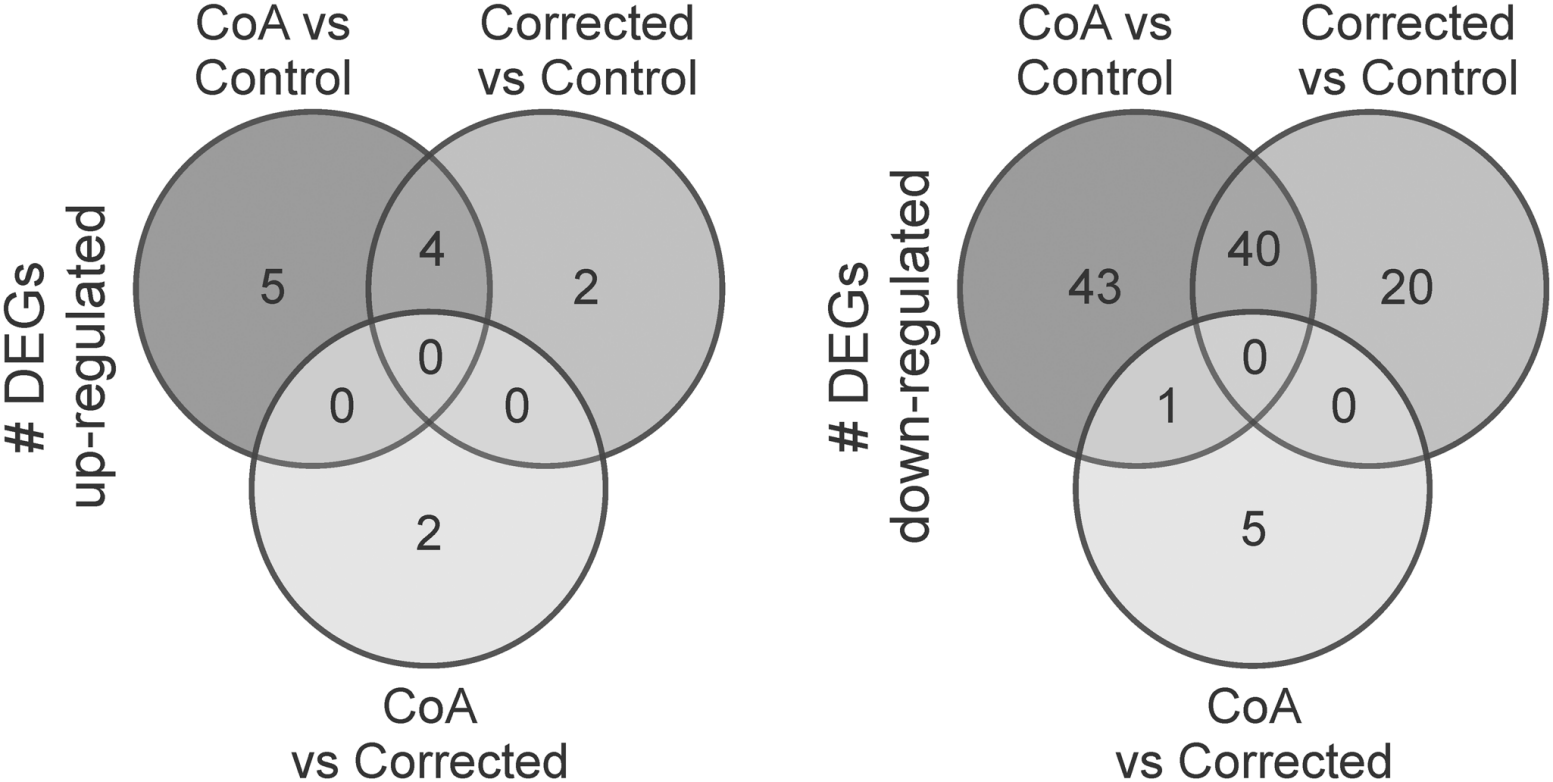
Venn Diagrams of DEGs with >6 FC. Probes common to the CoA vs Control and Corrected vs Control comparisons could help explain persistent morbidity after restoring BP, as could highly expressed probes in the CoA vs Corrected comparison that are not found in CoA vs Control comparison.

**Table 2:** DEGs that may be of particular interest (referring to Fig 4) in the morbidity persisting after correction of CoA.

**Upregulated**				
***Common elements in "CoA v Cont" and "Corr v Cont"*:**				
*Human Ensembl Gene ID*	*Gene Name*	*Human Description*	**>6FC**	**>8FC**
ENSG00000241644	INMT	indolethylamine N-methyltransferase [Source:HGNC Symbol;Acc:6069]	x	
ENSG00000172399	MYOZ2	myozenin 2 [Source:HGNC Symbol;Acc:1330]	x	x
ENSG00000133110	POSTN	periostin, osteoblast specific factor [Source:HGNC Symbol;Acc:16953]	x	x
ENSG00000118194	TNNT2	troponin T type 2 (cardiac) [Source:HGNC Symbol;Acc:11949]	x	x
		**count for each FC**	**4**	**3**
***Elements only in "CoA vs Corr"*:**				
ENSG00000121053	EPX	eosinophil peroxidase [Source:HGNC Symbol;Acc:3423]	x	x
ENSG00000091490	SEL1L3	sel-1 suppressor of lin-12-like 3 (C. elegans) [Source:HGNC Symbol;Acc:29108]	x	
		**count for each FC**	**2**	**1**
**Downregulated**				
***Common elements in "CoA v Cont" and "Corr v Cont"*:**				
ENSG00000158874	APOA2	apolipoprotein A-II [Source:HGNC Symbol;Acc:601]	x	x
ENSG00000066279	ASPM	asp (abnormal spindle) homolog, microcephaly associated (Drosophila) [Source:HGNC Symbol;Acc:19048]	x	
ENSG00000178999	AURKB	aurora kinase B [Source:HGNC Symbol;Acc:11390]	x	x
ENSG00000156970	BUB1B	budding uninhibited by benzimidazoles 1 homolog beta (yeast) [Source:HGNC Symbol;Acc:1149]	x	
ENSG00000157456	CCNB2	cyclin B2 [Source:HGNC Symbol;Acc:1580]	x	
ENSG00000198821	CD247	CD247 molecule [Source:HGNC Symbol;Acc:1677]	x	
ENSG00000160654	CD3G	CD3g molecule, gamma (CD3-TCR complex) [Source:HGNC Symbol;Acc:1675]	x	x
ENSG00000117399	CDC20	cell division cycle 20 homolog (S. cerevisiae) [Source:HGNC Symbol;Acc:1723]	x	
ENSG00000184661	CDCA2	cell division cycle associated 2 [Source:HGNC Symbol;Acc:14623]	x	
ENSG00000170312	CDK1	cyclin-dependent kinase 1 [Source:HGNC Symbol;Acc:1722]	x	
ENSG00000035499	DEPDC1B	DEP domain containing 1B [Source:HGNC Symbol;Acc:24902]	x	x
ENSG00000174371	EXO1	exonuclease 1 [Source:HGNC Symbol;Acc:3511]	x	
ENSG00000188820	FAM26F	family with sequence similarity 26, member F [Source:HGNC Symbol;Acc:33391]	x	x
ENSG00000162654	GBP4	guanylate binding protein 4 [Source:HGNC Symbol;Acc:20480]	x	
ENSG00000177602	GSG2	germ cell associated 2 (haspin) [Source:HGNC Symbol;Acc:19682]	x	
ENSG00000161405	IKZF3	IKAROS family zinc finger 3 (Aiolos) [Source:HGNC Symbol;Acc:13178]	x	
ENSG00000115232	ITGA4	integrin, alpha 4 (antigen CD49D, alpha 4 subunit of VLA-4 receptor) [Source:HGNC Symbol;Acc:6140]	x	
ENSG00000166803	KIAA0101	KIAA0101 [Source:HGNC Symbol;Acc:28961]	x	
ENSG00000138160	KIF11	kinesin family member 11 [Source:HGNC Symbol;Acc:6388]	x	x
ENSG00000137807	KIF23	kinesin family member 23 [Source:HGNC Symbol;Acc:6392]	x	
ENSG00000090889	KIF4A	kinesin family member 4A [Source:HGNC Symbol;Acc:13339]	x	
ENSG00000182866	LCK	lymphocyte-specific protein tyrosine kinase [Source:HGNC Symbol;Acc:6524]	x	x
ENSG00000165304	MELK	maternal embryonic leucine zipper kinase [Source:HGNC Symbol;Acc:16870]	x	
ENSG00000121152	NCAPH	non-SMC condensin I complex, subunit H [Source:HGNC Symbol;Acc:1112]	x	
ENSG00000143228	NUF2	NUF2, NDC80 kinetochore complex component, homolog (S. cerevisiae) [Source:HGNC Symbol;Acc:14621]	x	x
ENSG00000078589	P2RY10	purinergic receptor P2Y, G-protein coupled, 10 [Source:HGNC Symbol;Acc:19906]	x	
ENSG00000183918	SH2D1A	SH2 domain containing 1A [Source:HGNC Symbol;Acc:10820]	x	x
ENSG00000154839	SKA1	spindle and kinetochore associated complex subunit 1 [Source:HGNC Symbol;Acc:28109]	x	
ENSG00000141293	SKAP1	src kinase associated phosphoprotein 1 [Source:HGNC Symbol;Acc:15605]	x	
ENSG00000140284	SLC27A2	solute carrier family 27 (fatty acid transporter), member 2 [Source:HGNC Symbol;Acc:10996]	x	
ENSG00000076382	SPAG5	sperm associated antigen 5 [Source:HGNC Symbol;Acc:13452]	x	
ENSG00000117632	STMN1	stathmin 1 [Source:HGNC Symbol;Acc:6510]	x	
ENSG00000121895	TMEM156	transmembrane protein 156 [Source:HGNC Symbol;Acc:26260]	x	
ENSG00000131747	TOP2A	topoisomerase (DNA) II alpha 170kDa [Source:HGNC Symbol;Acc:11989]	x	
ENSG00000229164	TRAC	T cell receptor alpha constant [Source:HGNC Symbol;Acc:12029]	x	
ENSG00000163519	TRAT1	T cell receptor associated transmembrane adaptor 1 [Source:HGNC Symbol;Acc:30698]	x	
ENSG00000211772	TRBC2	T cell receptor beta constant 2 [Source:HGNC Symbol;Acc:12157]	x	
ENSG00000112742	TTK	TTK protein kinase [Source:HGNC Symbol;Acc:12401]	x	
ENSG00000175063	UBE2C	ubiquitin-conjugating enzyme E2C [Source:HGNC Symbol;Acc:15937]	x	x
ENSG00000109424	UCP1	uncoupling protein 1 (mitochondrial, proton carrier) [Source:HGNC Symbol;Acc:12517]	x	x
		**count for each FC**	**40**	**11**
***Elements only in "CoA vs Corr"*:**				
ENSG00000116748	AMPD1	adenosine monophosphate deaminase 1 [Source:HGNC Symbol;Acc:468]	x	
ENSG00000196296	ATP2A1	ATPase, Ca++ transporting, cardiac muscle, fast twitch 1 [Source:HGNC Symbol;Acc:811]	x	x
ENSG00000130813	C19orf66	chromosome 19 open reading frame 66 [Source:HGNC Symbol;Acc:25649]	x	
ENSG00000109061	MYH1	myosin, heavy chain 1, skeletal muscle, adult [Source:HGNC Symbol;Acc:7567]	x	x
ENSG00000184271	POU6F1	POU class 6 homeobox 1 [Source:HGNC Symbol;Acc:9224]	x	
		**count for each FC**	**5**	**2**
		***Total genes for consideration based on FC selected***	***51***	***17***

**Fig 5:**
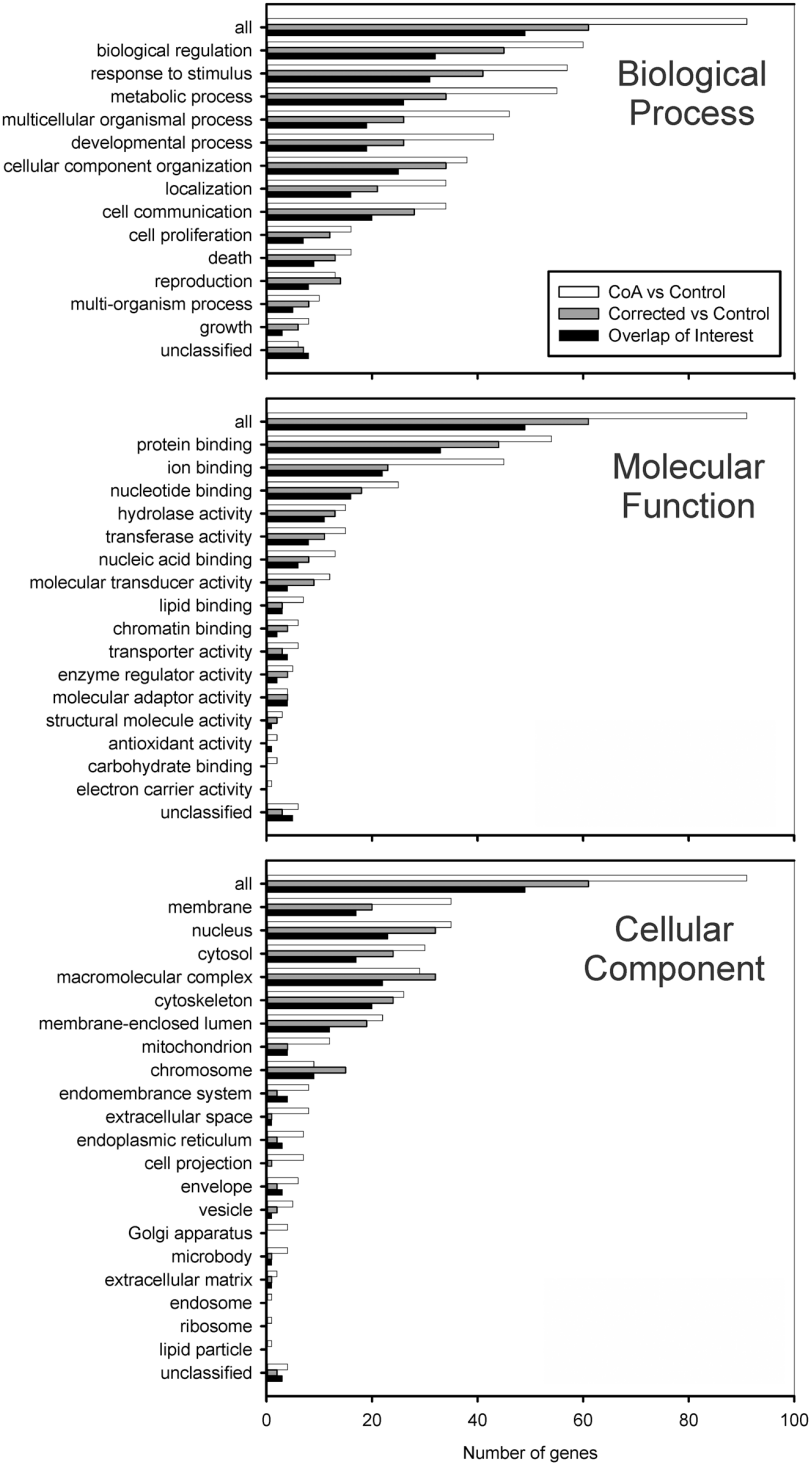
Gene Ontology (GO) terms for DEGs with >6 FC are shown by biological process (top), molecular function (middle), and cellular component (bottom) domains. Comparison of DEGs was made between groups of samples in three ways: (1) CoA vs Control, (2) Corrected vs Control, and (3) CoA vs Corrected. DEGs common to CoA vs Control and Corrected vs Control are particularly interesting as they could help explain sources of morbidity persisting after restoring BP, as could probes for highly expressed genes in CoA vs Corrected that are not present in the CoA vs Control comparison. These DEGs of potential interesting regions are indicated by black bars, referring back to overlapping DEGs of interest in Fig 4.

There were six genes in common between DEGs revealed by human orthologue analysis and the T-HOD database (Table 3). Of these genes, uncoupling protein 1 (UCP1) was down-regulated 21.4–21.5 fold for CoA vs Control comparison, and down-regulated 11.9–14.9 fold for the Corrected vs Control comparison. This pronounced decrease in expression vs control, as well as that of ITGA4, was also verified by qRT-PCR (Fig 6). 

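The UCP1 probe that was brightest over the 11 arrays, out of 5, was detected on 7 of the 12 arrays and so did not pass the detection filter. On the Control arrays alone it was the dimmest of the 5. It was well above background on all 4 Control arrays, on 1 of 4 CoA arrays and on 2 of the 3 Corrected arrays used. Its log2 signal was 6.18 ± 1.46 (SD, n = 4) in Control, 3.10 ± 0.37 (SD, n = 4) in CoA and 3.69 ± 0.17 (SD, n = 3) in Corrected. This is an 8.50-fold lower signal in CoA than in Control and a 5.61-fold lower signal in Corrected than in Control. In limma without the filter, the adjusted p was 0.199 and 0.369 for these comparisons. The two-sided exact permutation p was 0.029 for CoA and 0.057 for Corrected, and no CoA or Corrected array used reached the lowest Control array, which was Control replicate 2. For CoA vs Corrected, the log2 fold change of UCP1 was -0.60 (standard error 0.65 from the spread of all groups), with arrays that overlapped (two-sided exact permutation p = 0.086).

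**Figure D4:**
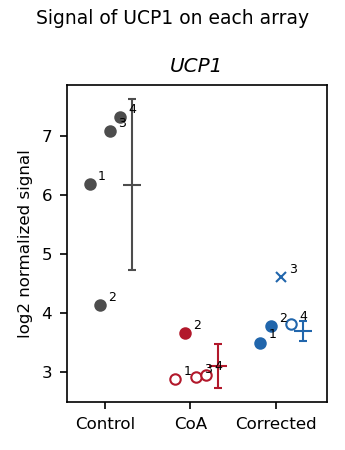
Log2 normalized signal of UCP1 (vertical axis) on each array, numbered by replicate, with the mean and SD of the arrays compared. Open circles are not well above background, and the cross is Corrected replicate 3, which was left out of the means. Control replicate 2 lies closest to the CoA and Corrected arrays.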

For DEGs with >6 FC, integrin, alpha 4—antigen CD49D, alpha 4 subunit of VLA-4 receptor (ITGA4) and sperm associated antigen 5 (SPAG5) were found in the down-regulated region of overlap between the CoA vs Control and Corrected vs Control. When lowering the FC cutoff to >4, three additional DEGs in common with hypertension gene candidates from the T-HOD database appeared. Those in the down-regulated region of overlap between the CoA vs Control and Corrected vs Control overlap included chemokine receptor 4 (CXCR4) and v-src sarcoma viral oncogene homolog (SRC). Regulator of calcineurin 1 (RCAN1) also presented, but in the non-overlapping region of CoA vs Corrected. Nineteen of the DEGs (>2 FC) from the current investigation were associated with aortic coarctation or its descendants in the Comparative Toxicogenomics Database. Thirteen of these DEGs were also associated with MeSH IDs for CoA or hypertension (Table 4).

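HGF, PRKCB and WARS1 (listed as WARS) are among the genes of Table 4 with a probe named here. All 3 HGF probes were higher in CoA than in Control, with log2 fold changes of 1.36 to 1.95, and higher in Corrected than in Control, with 1.61 to 1.97. For the brightest HGF probe, the adjusted p in limma was 0.220 and 0.352, and neither group overlapped Control (two-sided exact permutation p = 0.029 for each). With normexp on the median signal, an alternative chosen after the values were seen, HGF no longer passed 2-fold, with log2 fold changes of 0.90 and 0.97. The offset of 50 that normexp added to every spot shrinks the fold changes of dim probes by itself. HGF was dim, at a log2 signal of 5.78 in Control and 7.42 in CoA. The 2 WARS1 probes were lower in CoA than in Control, with log2 fold changes of -1.79 and -1.08. The brightest passed the 2-fold criterion (limma's adjusted p = 0.320) and did not pass it under 9 of 29 alternatives, among them without Control replicate 1 (-1.21). For Corrected vs Control, WARS1 (-0.91) did not pass the criterion and passed it under 1 of 30 alternatives, without Control replicate 2 (-1.54). With 1 array left out, this log2 fold change ranged from -1.70 (without Corrected replicate 1) to -0.34 (without Control replicate 1). The other WARS1 probe had a log2 fold change of 0.25 for Corrected vs Control.

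All 6 PRKCB probes were lower in CoA and in Corrected than in Control. For the 4 probes detected on at least 8 of the 12 arrays, the log2 fold changes ranged from -0.73 to -0.44 for CoA and from -1.14 to -0.42 for Corrected. The other 2 had 0 CoA arrays above background and were at least 1.93-fold and at least 2.23-fold lower in CoA than in Control. The brightest PRKCB probe gave -0.44 and -1.07 (limma's adjusted p = 0.712 and 0.643) and did not pass the 2-fold criterion in either, but passed it for Corrected vs Control under 6 of 31 alternatives.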

**Table 3:** Genes in common between DEGs revealed by human orthologue analysis of rabbit microarray probes with >4, >6 or >8 fold change, and the hypertension portion of the T-HOD database.

Gene	Name	FC	regulated	Overlapping Region
UCP1	uncoupling protein 1 (mitochondrial, proton carrier)	>8	down	CoA vs Control & Corrected vs Control
ITGA4	integrin, alpha 4—antigen CD49D, alpha 4 subunit of VLA-4 receptor	>6	down	CoA vs Control & Corrected vs Control
SPAG5	sperm associated antigen 5	>6	down	CoA vs Control & Corrected vs Control
CXCR4	chemokine (C-X-C motif) receptor 4	>4	down	CoA vs Control & Corrected vs Control
SRC	v-src sarcoma (Schmidt-Ruppin A-2) viral oncogene homolog	>4	down	CoA vs Control & Corrected vs Control
RCAN1	regulator of calcineurin 1	>4	down	CoA v Control only

**Fig 6:**
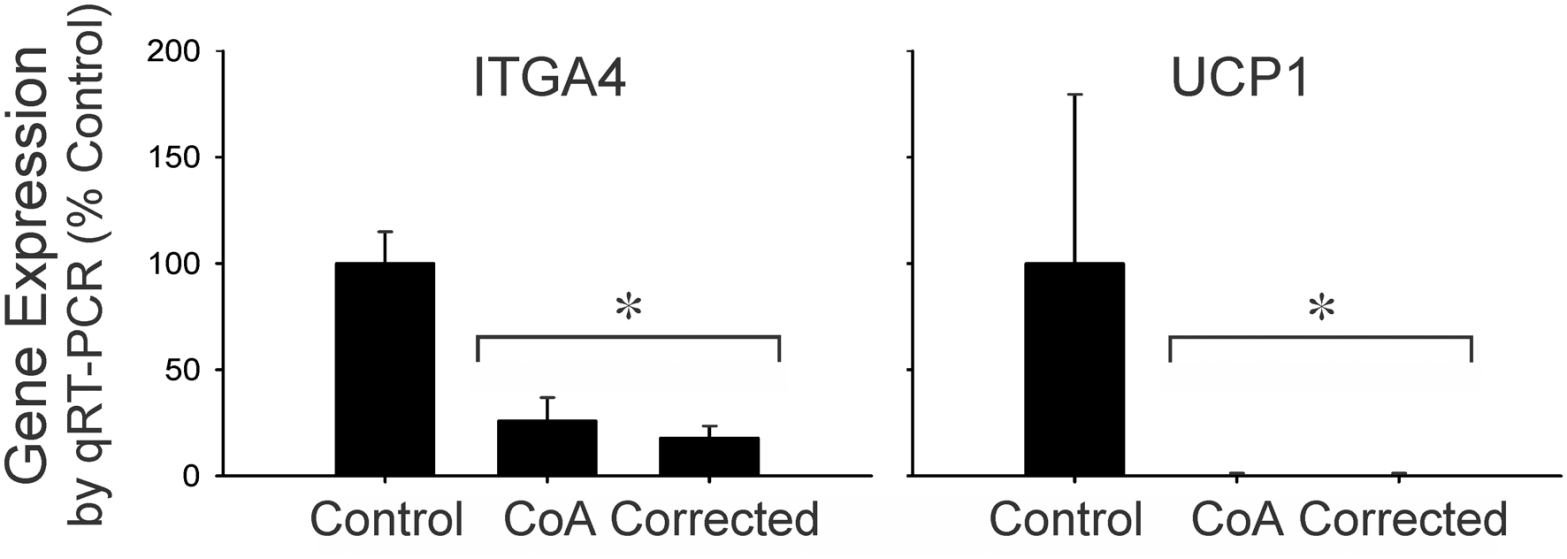
Verification of expression by qRT-PCR for two of the genes with the most pronounced decrease in expression by microarray analysis, ITGA4 and UCP1. * = significantly different (P<0.05) from Control.

**Table 4:** Genes in common between DEGs of interest (i.e. from Venn diagrams) revealed by human orthologue analysis of rabbit microarray probes with >2 fold change, and genes associated with aortic coarctation or its descendants from the Comparative Toxicogenomics Database. Bolded DEGs are also associated with disease MESHIDs for CoA (for DEGs >2FC) or HTN (for DEGs >6FC) according to the Integrated Pathway Analysis Database for Systematic Enrichment Analysis (IPAD).

Gene	Name
APITD1	ATPase, Na+/K+ transporting, beta 1 polypeptide
ASIC1	acid-sensing (proton-gated) ion channel 1
**AURKA**	aurora kinase A
**CASP9**	caspase 9, apoptosis-related cysteine peptidase
**CCNB1**	cyclin B1
**CD274**	CD247 molecule
**CDK1**	cyclin-dependent kinase 1
CX3CL1	chemokine (C-X3-C motif) ligand 1
FN1	fibronectin 1
**HGF**	hepatocyte growth factor
**ITGA2**	integrin, alpha 2
**KIF20B**	kinesin family member 20B
**LCK**	lymphocyte-specific protein tyrosine kinase
NCF2	neutrophil cytosolic factor 2
PRKCB	protein kinase C, beta
**PSD**	pleckstrin and Sec7 domain containing
**STAT3**	signal transducer and activator of transcription 3 (acute-phase response factor)
**TRAC**	T cell receptor alpha constant
**WARS**	tryptophanyl-tRNA synthetase

Pathway analysis in IPAD generated 18 enriched pathways, 4 of which (cell cycle (mitotic), immune system, hemostasis and metabolism) were shared with those of MeSH ID’s for hypertension and cardiovascular disease (Table 5). 

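PPARG, which encodes a nuclear receptor and is listed in Table 5, had 1 probe, detected on 11 of the 12 arrays. Its log2 signal was 10.52 ± 0.95 (SD, n = 4) in Control, 7.34 ± 1.61 (SD, n = 4) in CoA and 8.22 ± 1.73 (SD, n = 3) in Corrected. PPARG was lower in CoA than in Control by a log2 fold change of -3.17 (standard error 0.91, limma's adjusted p = 0.243), and every CoA array lay below every Control array. For Corrected vs Control the log2 fold change was -2.29 (standard error 0.99, limma's adjusted p = 0.571), and the groups overlapped. The first difference passed the 2-fold criterion under all 29 alternatives and the second under 19 of 30. The difference between CoA and Corrected (-0.88, standard error 0.99) was within the spread between rabbits.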

While no pathways identified by IPAD were associated with CoA, one individual DEG from the current investigation, ATP2A1, associated with Aortic Coarctation in IPAD was also located in the Hemostasis pathway. A review the available literature for each highly DEG, and their potential involvement in sources of CV morbidity is provided in the discussion section.

**Table 5:** 18 pathways containing ≥5 DEGs with >6FC were found using the Integrated Pathway Analysis Database for Systematic Enrichment Analysis (IPAD). Of these pathways, 5 (bolded) are associated with Hypertension (HTN; MESH:D006973) and Cardiovascular Disease (CVD; MESH:D002318). Italicized DEG for these 5 bolded pathways were enriched for the CoA group, but not the Corrected group. None of these pathways were associated with Aortic Coarctation (MESH:D001017), but one DEG (ATP2A1) associated with Aortic Coarctation was located in the Hemostasis pathway.

PathwayID	Pathway Name	DEG	# DEG	Pvalue	Assoc. w HTN	Assoc. w CVD	Assoc. w CoA	RE	N	MJI
1640170	**Cell Cycle**	**CDC20, CDK1, KIF23, CCNB2, BUB1B, SKA1, NUF2, AURKB, TOP2A, UBE2C, *PRKAR2B*, *GINS1*, *MCM4***	**10**	**0.0002325**	**X**	**X**		7.9	410	0.1511
69278	**Cell Cycle, Mitotic**	**CDC20, CDK1, KIF23, CCNB2, BUB1B, SKA1, NUF2, AURKB, TOP2A, UBE2C, *PRKAR2B*, *GINS1*, *MCM4***	**10**	**0.000149**	**X**	**X**		9.79	331	0.154
168256	**Immune System**	**CDK1, ITGA4, LCK, CD247, CD3G, CDC20, GBP4, UBE2C, TRAC, TRAT1, *MKRN1*, *CD36***	**10**	**0.0077407**	**X**	**X**		3.67	882	0.1446
1280218	Adaptive Immune System	CD247, CD3G, ITGA4, CDC20, LCK, UBE2C, TRAT1, TRAC	8	0.002674873				5.38	482	0.1194
69306	DNA Replication	AURKB, NUF2, SKA1, BUB1B, KIF23, CDC20	6	0.001011944				9.72	200	0.0983
109582	**Hemostasis**	**ITGA4, KIF11, KIF23, LCK, ATP2A1, KIF4A, *PRKAR2B*, *CD36*, *KIF15*, *HRG***	**6**	**0.0260163**	**X**	**X**		4.14	469	0.0897
1430728	**Metabolism**	**UCP1, APOA2, TRAC, AMPD1, SLC27A2, *PDX1*, *CYP2B6*, *FABP1*, *ALDOC*, *DGAT2*, *PCK2*, *MGST1*, *PFKFB1*, *PGD*, *CD36*, *DTYMK*, *ALAS2*, *PPARG*, *PRKAR2B***	**5**	**0.3351984**	**X**	**X**		20.25	96	0.1146
68886	M Phase	KIF23, CDC20, AURKB, BUB1B, NUF2, SKA1	6	0.000152332				10.92	178	0.1002
453277	Mitotic M-M/G1 phases	AURKB, BUB1B, NUF2, SKA1, CDC20, KIF23	6	0.00079528				19.75	82	0.0999
174143	APC/C-mediated degradation of cell cycle proteins	CDC20, CDK1, BUB1B, UBE2C, AURKB	5	0.000368985				13.06	124	0.0896
hsa04110	Cell cycle	CDK1, CCNB2, CDC20, BUB1B, TTK	5	0.001011944				13.84	117	0.0908
69620	Cell Cycle Checkpoints	UBE2C, CDC20, CDK1, BUB1B, CCNB2	5	0.000928061				31.15	52	0.1175
202424	Downstream TCR signaling	LCK, TRAC, TRAT1, CD247, CD3G	5	0.000152332				5.96	272	0.0786
hsa05166	HTLV-I infection	CD3G, BUB1B, CDC20, LCK, CCNB2	5	0.012760355				1.43	1134	0.0716
68877	Mitotic Prometaphase	SKA1, NUF2, BUB1B, AURKB, CDC20	5	0.000446311				17.61	92	0.0966
453276	Regulation of mitotic cell cycle	CDK1, CDC20, BUB1B, AURKB, UBE2C	5	0.000368985				19.75	82	0.0999
162582	Signal Transduction	LCK, P2RY10, DEPDC1B, CDK1, ITGA4	5	0.54606175				1.05	1541	0.0711
202403	TCR signaling	CD3G, CD247, TRAT1, TRAC, LCK	5	0.000249534				23.48	69	0.1057

## Discussion

While current treatments for CoA have improved life expectancy, these individuals still suffer a reduced average lifespan and morbidity resulting from CVD. Clarence Crafoord, M.D. performed the first surgical correction for CoA on October 19, 1944 using resection with end-to-end anastomosis[32], and this approach is still among the most commonly implemented surgical techniques. The morbidity that continues to be observed in corrected CoA patients 70 years later, primarily presenting in the form of hypertension, underscores the need to elucidate mechanisms associated with persistent vascular changes after correction for CoA in an effort to improve scientific knowledge and translate this knowledge to clinical practice. The current work describes the most comprehensive list of differentially expressed genes to date in the upstream aorta that is subjected to increases in arterial BP after surgical induction of CoA, and restoration of normal arterial BP after its correction. DEGs may offer additional insight into potential mechanisms of persistent CV morbidity presenting in these patients.

A thorough PubMed search was conducted for each DEG within the enriched pathways that were also associated with diseases commonly presenting in CoA patients (HTN and CVD). The following 7 genes are aligned with the hemodynamic, histological, immunohistochemical and myographic changes observed in our rabbit CoA model to date[12]. A brief summary of some of their known or proposed functions is included below and their relationship is shown in Fig 7.

- *MYOZ2* (also known as Calsarcin-1 and CS-1)—inhibits protein phosphatase 2B activity in the nuclear factor of activated T cells (NFAT) pathway, α-actin and α-filamin binding protein
- *ITGA4*—facilitates activation of L-type voltage-activated Ca^2+^ channels, inside-out and outside-in receptor as well as structural membrane protein involved in force transmission
- *P2RY10*—G-protein coupled purinergic receptors for endothelial-derived nitric oxide (NO) relaxation and other pathways
- *UCP1*—Uncoupling agent regulating ATP in SM contraction and decreasing NO availability, involved in futile cycling to vary heat and ATP production
- *AMPD1*—plays role in muscle metabolism and vasodilation, shifts in energy substrates
- *ATP2A1* (also known as SERCA)—mediates NO function in SM and EC by maintaining intracellular Ca^2+^ levels, regulates membrane Ca^2+^ pump
- *MYH1*—Myosin heavy chain involved in force generation and/or cell shortening

**Fig 7:**
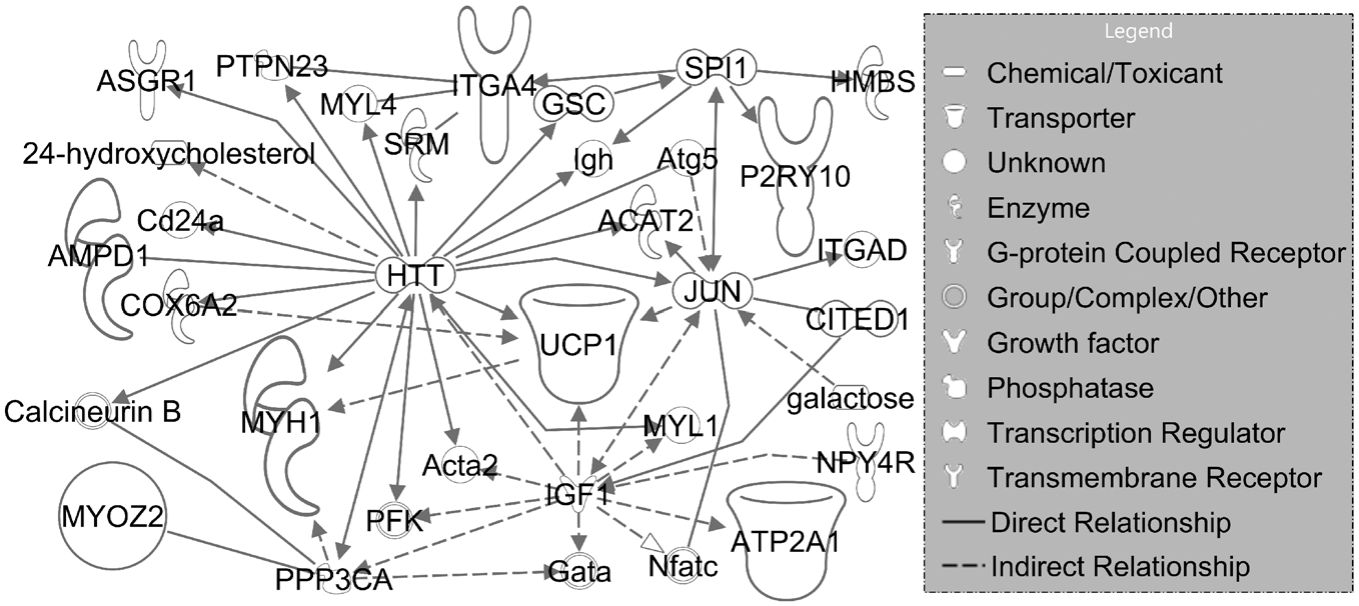
Relationship obtained from IPA for the seven DEGs that may collectively account for the hemodynamic, histological, immunohistochemical and myographic changes observed in our rabbit CoA model to date.

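UCP1, ATP2A1 and MYH1 are the genes of Fig 7 with a probe named here. MYH1 encodes a fast myosin heavy chain of skeletal muscle. Its log2 signal was 4.39 ± 0.31 (SD, n = 4) in CoA, 7.52 ± 2.35 (SD, n = 3) in Corrected and 4.70 ± 0.35 (SD, n = 4) in Control. The log2 fold change of MYH1 was -3.14 for CoA vs Corrected (standard error 0.83, limma's adjusted p = 1.00) and 2.82 for Corrected vs Control (standard error 0.83, adjusted p = 0.442). The Corrected arrays used lay above all CoA and all Control arrays (two-sided exact permutation p = 0.029 for each), but the difference rested mainly on Corrected replicates 1 and 2, at 7.33 and 9.96, while Corrected replicate 4 was at 5.28. All 4 MYH1 probes were lower in CoA than in Corrected. For the probe that no CoA array measured above background, the signal was at least 26.7-fold lower in CoA. MYH1 passed the 2-fold criterion for Corrected vs Control under 28 of 30 alternatives, all but the fit of all 12 arrays and the test without moderation. For CoA vs Control, the brightest MYH1 probe had a log2 fold change of -0.31 (limma's adjusted p = 0.877). Of the other probes, 1 had 0 CoA arrays above background and was at least 1.70-fold lower in CoA than in Control without overlap (two-sided exact permutation p = 0.029), and 2 had log2 fold changes of -1.65 and 0.17.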

Of these DEGs, AMPD1 and ATP2A2 are particularly interesting in the potential pathogenesis of CoA. 

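For ATP2A2, which encodes the SERCA2 calcium pump, all 5 probes were detected on at least 11 of the 12 arrays. The log2 signal of the brightest was 14.39 ± 0.38 (SD, n = 4) in CoA, 14.58 ± 0.85 (SD, n = 3) in Corrected and 13.85 ± 0.28 (SD, n = 4) in Control. It was 0.54 higher in CoA than in Control on the log2 scale (standard error 0.36, limma's adjusted p = 0.502) and 0.73 higher in Corrected than in Control (standard error 0.38, adjusted p = 0.654). Neither difference reached 2-fold. Over the 5 ATP2A2 probes, the log2 fold changes were 0.33 to 0.96 and 0.69 to 0.86. CoA and Corrected differed by less than the spread between rabbits (-0.19, standard error 0.38). Scaled to the 75th percentile, ATP2A2 passed the 2-fold criterion for CoA vs Control, with a log2 fold change of 1.06, and without Corrected replicate 2 it passed it for Corrected vs Control, with 1.07.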

Hand et al showed that an adenosine monophosphate deaminase-1 (AMPD1) C34T gene polymorphism detected in blood samples had an impact on vasodilatory response as determined from forearm blood flow measurements[33]. Interestingly no study has determined the presence or severity of AMPD1 C34T mutations in human patients previously undergoing correction for CoA. This may be a particular area of interest given the large number of DEGs within the metabolism pathway of IPAD and IPA, which is shown in Fig 8.

**Fig 8:**
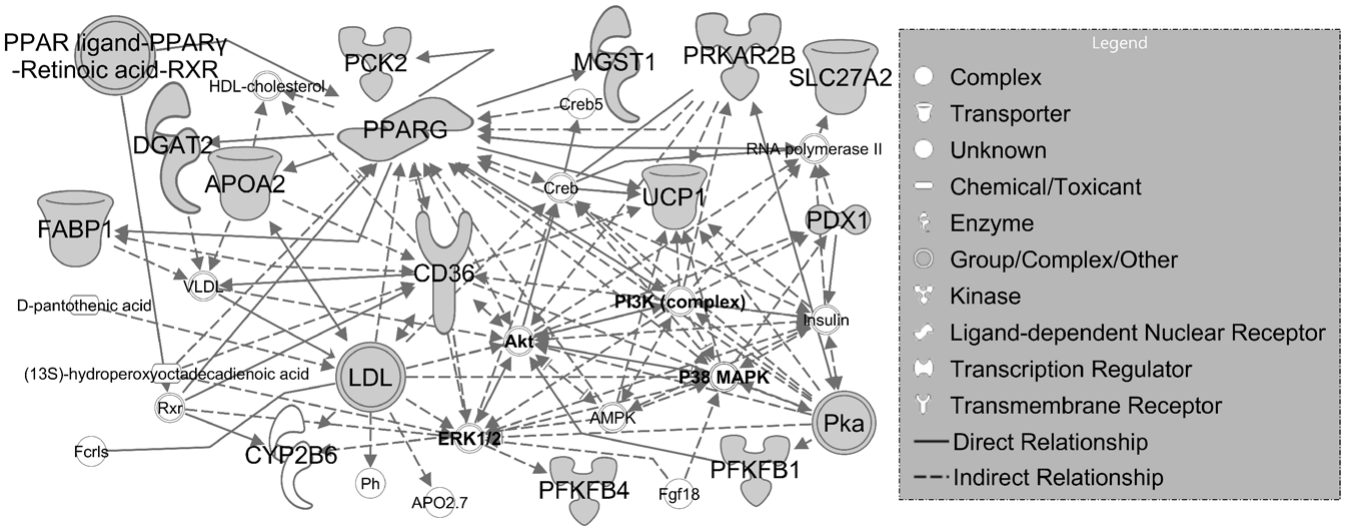
Relationship between DEGs within the metabolism pathway of IPA.

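For ATP2A1, 3 of 10 probes were detected on at least 8 of the 12 arrays. The brightest had a log2 signal of 3.89 ± 0.54 (SD, n = 4) in CoA, 6.51 ± 2.37 (SD, n = 3) in Corrected and 4.69 ± 0.38 (SD, n = 4) in Control. It was 6.13-fold lower in CoA than in Corrected (log2 fold change -2.62, standard error 0.86, limma's adjusted p = 1.00), with a two-sided exact permutation p of 0.057. It was well above background on 1 of the 4 CoA arrays. The Corrected arrays were spread widely, at 6.71 and 8.78 for replicates 1 and 2 and 4.04 for replicate 4, which lay within the CoA arrays. Of the 10 probes of ATP2A1, 9 were lower in CoA than in Corrected by 5.01-fold to 8.40-fold, and the other was detected on 0 arrays. Against Control, the log2 fold change of the brightest probe was -0.79 for CoA (limma's adjusted p = 0.652) and 1.82 for Corrected (limma's adjusted p = 0.603). The former passed the 2-fold criterion under 1 of 29 alternatives, array weights over all 12 arrays (-1.32). The latter passed it under 6 of 30, among them without Corrected replicate 4 (3.06). The difference between CoA and Corrected passed it under 28 of 29, all but the test without moderation.

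**Figure D5:**
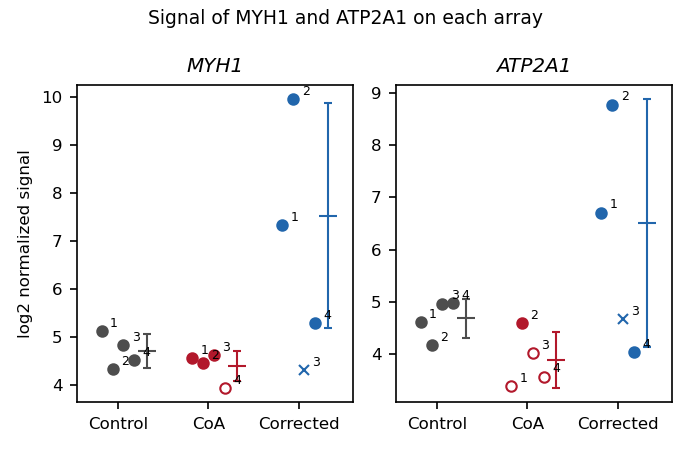
Log2 normalized signal (vertical axes) of MYH1 and ATP2A1 on each array, numbered by replicate, with the mean and SD of the arrays compared. Open circles are not well above background, and the cross is Corrected replicate 3, which was left out of the means. Corrected replicates 1 and 2 lie above all other arrays for both genes.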

Our results also showed a >6 FC change in ATP2A1, commonly known as sarco/endoplasmic reticulum Ca^2+^ ATPase (i.e. SERCA). SERCA plays a role in mediating NO function in both SMCs and EC[34]. Specifically, SERCA maintains intracellular Ca^2+^ levels in SM within optimal limits by transporting Ca^2+^ into the sarco/endoplasmic reticulum, and NO stimulates SERCA activity. Van Hove and colleagues showed this NO-based stimulation of SERCA occurs by non-cGMP means[35]. A study in hypertensive rats showed regression in transcript levels of SERCA 2a and 2b that were localized to vascular tissue in response to Nifedipine treatment[36]. Collectively these findings suggest administration of Nifedipine, if efficacious, may reduce hypertension in repaired CoA, but this hypothesis remains to be tested and Ca^2+^ channel blockers are known to have a wide variety of effects. In contrast to Nifedipine, there are documented studies of treated CoA patients receiving Enalapril[37] and captopril[38, 39]. Excessive angiotensin II production in streptozotocin-induced diabetic rats can lead to the generation of peroxynitrite, and that this may subsequently trigger dysfunction of vascular SM SERCA, but the adverse impact of these changes is mitigated by Enalapril[40]. Cheng et al., also reported that SERCA is not only required for a cell to exit G_o_ and enter the cell cycle, but that it is also involved in controlling this process[41]. Lompre reported that proliferation of SMCs is associated with changes in intracellular Ca^2+^ handling[42]. Thus there may be a causal relationship between SERCA and failure of SMCs to re-differentiate following correction of the CoA reported in our experimental animals. Bonaventora et al. also reported observing a decrease in NO relaxation in hypertensive rats that is due to a decrease in SERCA activity[43]. This correlation may also be relevant as a possible factor in the decreased EC relaxation we reported proximal to the CoA site in our model system that does not return to normal after correction[12].

A study by Chang et al suggested thyroid hormone (T4) could improve calcium handling by SERCA, as well as alpha-MHC expression, in pressure-overloaded hearts[44]. Studies also indicated that the proportion of L-type Ca^2+^ channels increases during proliferation, in contrast to decreases in T-type, and that these changes are dependent on the cell cycle[42, 45], another pathway with several highly expressed genes in the current investigation. The numerous links to changes in metabolic pathway enzymes (Table 5 and Fig 8), and the many roles of T3 and T4 in cell growth, differentiation, development, and metabolism suggest that there may also be a link between changes in these DEGs and the reported failure of SMCs proximal to the coarctation to re-differentiate, respond to EC-derived relaxation, and generate force in CoA and corrected rabbits[12].

Several additional DEGs of potential interest in the persistent morbidity after correction for CoA were also noted. Integrins are single transmembrane-spanning receptors that are not only receptors for communication, but are also structural proteins that can transmit forces between cells via their connection between the extracellular matrix and the intracellular cytoskeleton[46, 47]. Their close and alternating association with caveoli on the plasma membrane[48], and direct association with cytoskeletal and regulatory proteins, has led to numerous hypotheses suggesting multiple roles in regulating the generation of force in SM[47, 49, 50]. Any changes to integrin expression and or regulation could have significant downstream implications for numerous SM functions, including those reported to change irreversibly in our CoA model[12]. The current results show alpha4 integrin (>6FC down-regulated) and Calsarcin-1 (a.k.a CS-1 and MYOZ2; >8FC up-regulated) are both DEGs in the aortas of CoA and corrected rabbits. There may be translational applications for CoA patients since CS-1 is known to inhibit protein phosphatase 2B activity invoked the calcineurin-NFAT pathway[51], and reports have documented the use of 17β-Estradiol[52] and Ginsenoside Rg_1_[53] as pharmacologic treatment agents targeting this pathway. While both these studies focus on cardiac hypertrophy, studies have also reported the presence of CS-1 in SMCs[54], which is consistent with the current results from rabbit aortas. Similarly, periostin (POSTN), another DEG with >8 FC in the current results, also appears to be a target for reversing the impact of cardiac hypertrophy via the NFAT pathway[55].

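All 5 probes of CD247, the T-cell receptor zeta chain, had a lower signal in CoA and in Corrected than in Control. The brightest was detected on 7 of the 12 arrays and did not pass the detection filter. It was well above background on all 4 Control arrays, 2 CoA arrays and 1 of the 3 Corrected arrays used. Its log2 signal was 6.18 ± 0.84 (SD, n = 4) in Control, 3.99 ± 1.00 (SD, n = 4) in CoA and 3.73 ± 1.18 (SD, n = 3) in Corrected. The difference from Control was 4.56-fold for CoA and 5.48-fold for Corrected. Over the 5 CD247 probes it was 4.56-fold to 7.58-fold and 4.52-fold to 7.75-fold. In limma without the detection filter, the adjusted p was 0.235 and 0.401, and the two-sided exact permutation p was 0.057 for each comparison. CoA replicate 3 lay above Control replicate 2, so that the CoA and Control arrays overlapped.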

CD247 is a gene related to immunity, and the immune system were two of the pathways revealed by IPAD to have the highest number of DEGs with >6 FC (10 and 8 DEGs, respectively). A recent analysis of T-cell trafficking methods and protocols points out that a loss in T-cell receptor zeta, CD247, is common in chronic infectious and inflammatory diseases[56], including an association with systolic BP in single nucleotide polymorphisms in intron 1 of European descendants[57]. More recently, Rudemiller offered data in support of a role for CD247 in hypertension that is mediated by altered immune cell function[58]. The authors surmise that an initial increase in BP as a result of the ingestion of high salt in Dahl salt-sensitive rats leads to a cellular immune response and the infiltration of activated T lymphocytes, which are localized around blood vessels and several other locations, and can participate in the formation of cytokines, free radicals, and angiotensin II. Morgan and colleagues also showed that a mutation in the TCRα subunit constant (TRAC) gene, also down-regulated by >6 FC in our CoA and corrected rabbits, was associated with impaired T cell function leading to infection and autoimmunity[59]. Nonetheless, there is a lack of data on the specific role of C247 or TRAC in persistent morbidity after correction of CoA.

The current results revealed down-regulation of G-protein coupled purinergic receptors (P2Y) within both the CoA vs Control and Corrected vs Control comparisons. P2Y are thought to be necessary for NO relaxation and we previously showed a loss (for CoA rabbits) and reduction (for corrected rabbits) in ACh-induced NO relaxation in for aortic samples within the region experiencing elevated arterial BP.

Uncoupling agents such as UCP1 produce SM contraction[60], a hallmark of HTN. UCP1 expression also increases superoxide production and decreases the availability of NO, resulting in oxidative stress[61]. 

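Over its 5 probes, each detected on 4 to 7 of the 12 arrays, the UCP1 signal was lower in CoA and in Corrected than in Control. Besides the brightest probe, 1 had a CoA array above background and was 10.7-fold lower in CoA than in Control, and 1 had Corrected arrays above background and was 11.9-fold lower in Corrected than in Control. For the 3 probes with no CoA array above background, the decrease was at least 5.77-fold to 8.52-fold. For the 3 with no Corrected array above background, it was at least 6.65-fold to 9.91-fold.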

Here we show that UCP1 expression is down-regulated by >10-fold in corrected rabbits and >20-fold in CoA rabbits. Doxycycline induction of aortic UCP1 expression in rats has been shown to increase tailcuff systolic BP by 46mmHg and diastolic BP by 21mmHg[61]. This further confirms our analysis and may link even a transient increase in hypertensive stimuli from a coarctation to other persistent sources of morbidity in patients treated for CoA.

The current results should be interpreted relative to several potential limitations. The results of microarray analysis in the current model of CoA before and after correction should be considered as hypothesis-generating, as the functional relevance of these candidate genes in human CoA is unknown. In addition, while changes in gene expression can be important, it is protein expression and function that ultimately determines a change in physiology. Changes in gene expression may be compensated for by other mechanisms (e.g. changes in other genes, altered protein degradation rates, etc.). Post-translational modifications of proteins or changes in protein degradation can also occur in the absence of changes in gene expression, and thus may not be detected by microarray analysis. We were unable to reproducibly correlate UCP1 or ITGA4 protein level with respective mRNA expression. A potential lack of a correlation between protein and mRNA expression may also be due to differences in approach. We previously showed changes in matrix and SM markers[12]. In reviewing details of the microarray used here, it appears there are no probes for collagen, but it does have probes for both SM and NM MHC. These probes did not reveal significant changes in expression between groups of control, CoA, and corrected rabbits, which contradicts the decrease in SM MHC and increase in NM MHC protein expression we reported previously using immunohistochemistry[12]. However, on further review we found the MYH9 probe binds to base pairs 1768–1827 of the NM MHC RNA sequence. 

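Probes of 4 collagen genes were found on the array through their RefSeq accessions: 11 for COL1A2, 6 for COL2A1, 2 for COL5A2 and 1 for COL8A1. The log2 signal of the brightest COL1A2 probe was 16.92 ± 0.43 (SD, n = 4) in Control, 16.89 ± 0.20 (SD, n = 4) in CoA and 16.44 ± 0.86 (SD, n = 3) in Corrected. Its log2 fold change was -0.03 for CoA vs Control and -0.48 for Corrected vs Control. Scaled to the 75th percentile, the former was 0.86. For COL5A2 the fold changes were 0.63 and 0.40, for COL2A1 -0.36 and -0.06, and for COL8A1 -0.57 and -0.92. For COL1A2 in CoA vs Control and for COL2A1 in both comparisons, the probes differed in sign. The log2 fold changes for CoA vs Control and Corrected vs Control ranged from -0.94 to 0.51 and from -0.65 to -0.25 over the COL1A2 probes, from -0.36 to 0.56 and from -0.19 to 1.05 over the COL2A1 probes, and from 0.34 to 0.63 and from 0.18 to 0.40 over the COL5A2 probes. With the brightest probe, none of the 4 genes passed the 2-fold criterion in a comparison with Control, and limma's adjusted p for these values was 0.550 or higher. COL8A1 passed it for Corrected vs Control without Corrected replicate 1 (-1.72) and with slide as a block (-2.24), and COL5A2 for CoA vs Control without Control replicate 2 (1.03) and with array weights (1.11). COL2A1 passed it for CoA vs Control with array weights (-1.08).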

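The 1 probe of MYH11 (SM MHC) named here was detected on all 12 arrays, with a log2 signal of 13.33 ± 0.99 (SD, n = 4) in Control, 13.52 ± 0.59 (SD, n = 4) in CoA and 13.98 ± 0.11 (SD, n = 3) in Corrected. The log2 fold change was 0.19 for CoA vs Control (standard error 0.47, limma's adjusted p = 0.879), 0.64 for Corrected vs Control (standard error 0.51, adjusted p = 0.768) and -0.45 for CoA vs Corrected (standard error 0.51, adjusted p = 1.00). These differences were within the spread between rabbits. MYH11 passed the 2-fold criterion without Control replicate 1 for Corrected vs Control (1.04) and with array weights for CoA vs Control (1.16). The NM MHC gene MYH9 was not analysed here.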

There is <20% difference between the NM and SM MHC sequence in this region, which could allow for potential binding to the SM sequence. In addition, the MYH11 probe on the microarray binds to base pairs 5956–6015 of the SM MHC message. There are 13 differences between the NM and the SM MHC in this region (with 13 skips). This may be enough difference for the probe to distinguish between the two MHC phenotypes. Perhaps more importantly, this represents the very carboxyl terminal of the MHC protein, and only one of the SM isoforms is actually this long. Thus, the probe would only detect the SM1 carboxyl terminal MHC isoform, but not the SM2 MHC isoform that changes significantly with SMC differentiation/de-differentiation. This could explain why changes in the microarray data for MYH11 were not observed to correlate with the decrease in SM MHC protein expression we observed previously[12].

The current work employs a transcriptomic, rather than proteomic approach. In general, the approach used here is preferred for initial studies where little is known (e.g., CoA), and a potentially long term global change is hypothesized. Ultimately, both approaches will need to be completed to paint a complete picture of how protein expression is regulated and impacts physiological changes in CoA.

The DEGs discussed above represent those resulting from the mechanical stimuli induced by a coarctation. In humans this mechanical stimuli is most likely accompanied by patient-specific causal genetic predispositions that may accentuate, mitigate, or be isolated from those presented here. While human CoA is likely a genetically-created pathology, it is interesting that we can recapitulate the effects of idiopathic CoA in humans by mechanical perturbation in our experimental rabbit model of CoA. An experimentally generated focal constriction of the aorta in our model (or possibly a developmental miscue resulting in an aortic constriction in humans) may be enough to begin a series of positive feedback changes that ultimately result in the localized and systemic changes associated with persistent morbidity often accompanying CoA. Interestingly Pfaltzgraff and colleagues recently showed that vascular SMCs from different embryonic origins manifested in their location within the aorta are functionally distinct in the embryonic mouse, but develop to a common phenotype by adulthood[62]. It seems possible then that the presence of adverse mechanical stimuli, including even a transient increase in BP for a period of weeks that is the focus of the current work, may influence the ultimate fate of vascular SMCs from these distinct origins before they have a chance to terminally differentiate into their adult phenotype.

## Conclusion

The current results of differentially-expressed human orthologue genes from a rabbit model of CoA with novel correction by dissolvable suture revealed many genes previously known to be associated with HTN and CoA in humans[63–67] or animals[68, 69], while also elucidating many others that have not been described or associated with the pathology of CoA (untreated or corrected) to date. Future work will further scrutinize these gene candidates and evaluate accompanying methods aimed at assessing therapeutic or translational potential. Having this experimental model to study CoA, and a list of candidate DEGs, in conjunction with clinical studies should facilitate progress towards alleviating persistent CV morbidity after treatment of CoA.

How the deposited data were processed for this re-analysis (not part of the article)

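Aortic rings of 12 rabbits were measured, 4 each in the Control, CoA and Corrected groups, with 1 Agilent rabbit array and 1 dye per rabbit. The authors deposited the output of Agilent Feature Extraction (version 11.0.1.1 per the file headers). Its processed signal is an intensity from which the software had subtracted the background within each array and in which low values were replaced by a floor, and the deposited intensities were not normalized between arrays. The median intensity of each spot and of its local background was deposited without any correction. The flags that mark a spot as saturated, as an outlier, as positive and significant or as well above background were also taken from these files.

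Each array held 43803 spots that were not controls, for 43603 different probes, of which 50 were printed 5 times. The precision is limited by the number of arrays and, for dim probes, by the background. Gene symbols were taken from the RefSeq gene table of the rabbit assembly mOryCun1.1 by matching accessions. Of the probes, 23731 were named by Ensembl transcripts, 4511 by RefSeq accessions, 8337 by other accessions and 7024 by a probe ID only, and symbols were found for 3368. The other probes were counted without a name. Of the gene symbols with a probe, 956 had a probe that was tested.

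Processed signals were put on the log2 scale and quantile normalized over the 12 arrays. Control spots and spots with an outlier flag were left out, spots of one probe were averaged, and probes detected on at least 8 of the 12 arrays were kept. The 11 arrays that the paper used entered 1 linear model in limma 3.58.1 (R 4.3.3) with moderated variances, so that the groups shared an estimate of the spread. Probes were counted at a minimum fold change with an unadjusted p under 0.05, which is the paper's criterion, and at a Benjamini-Hochberg adjusted p under 0.05. All tests were two-sided. Single genes were also compared by exact permutation of the arrays. Lists of marker genes were tested with limma's fry, and with camera as an alternative. The lists covered brown adipocytes, adipocytes, T cells, the thymus, B cells, cell division, skeletal muscle, cardiac muscle, smooth muscle, endothelium, fibroblasts and matrix, macrophages, erythroid cells and nerve, and a list with fewer than 3 measured genes was not tested. The scripts were tested on simulated data with 200 changed probes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for reading files, tables and plots, and statmod 1.5.0 for random blocks.

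The model, the tests, the marker lists, the genes to be named and most of the alternatives were chosen before the data were examined. The genes to be named were those of the paper's Tables 2 to 5 and Fig 7, MYH9, MYH11, GAPDH and collagens, the 5 probes with the largest rise and the 5 with the largest fall past adjustment with groups that do not overlap, and members of the marker lists. Since 0 probes passed adjustment in limma, that rule added no gene, and other genes that are named were chosen after their values were seen. A gene was represented by its probe with the highest mean signal.

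The alternatives were another set of arrays (all 12, with or without array weights), normalization over 11 arrays or to the 75th percentile, other detection filters, other tests, only the groups compared, blocks for replicate number, slide and scan day, and leaving out each array in turn. Background correction by normexp with an offset of 50 was applied to the median intensities because the files hold no mean intensities. The analysis of saturated spots was not run because 0 spots were saturated. Orthologues, pathways, qRT-PCR and the MeSH terms were not analysed here.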

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

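The tests of heart muscle and of RNA integrity for CoA replicate 2, of blood for HBA and of other splits of the arrays for genes that the paper does not name were chosen only after the result was seen, while the test of adipocyte genes was set earlier. The genes SULT3A1, NPY and TNNC1 were likewise chosen after their values were seen.

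The array of CoA replicate 2 stood apart from the other CoA arrays in 6 measures, in which its distance to the nearest of them, relative to the range of the group, was above Dixon's critical value. Its median processed signal was 20.4, against 33.5 to 35.8 on the other CoA arrays. The SD between probes of one transcript was 0.302, against 0.151 to 0.159. The log2 signal was 16.60 for COL1A2 (others 16.97 to 17.02), 8.33 for COL2A1 (others 6.62 to 6.91) and 3.65 for UCP1 (others 2.87 to 2.95). The mean log2 signal of the skeletal muscle list was 8.415, against 5.68 to 6.01. In all, 57 groups of values were looked at in this way and an array stood apart in 7 of them. Chance alone gives 1 in 20 groups, or 2.85, if the groups are independent. But CoA replicate 2 gave 6 of the 7 and Control replicate 2 the other. Measures on 1 array are not independent, so setting 7 against 2.85 does not decide about chance.

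The cardiac muscle genes were also far higher on CoA replicate 2. The mean of the 6 genes measured was 3.06 above the other CoA arrays on the log2 scale, and 5 of them were higher there than on any of the other arrays compared. Abundant ones were RYR2 at 14.0, CASQ2 at 14.5 and PLN at 13.4, while SLN, at 9.49, was not the highest. The means of the other CoA arrays were 10.1, 10.4 and 12.2 for these genes, so that all rings gave signal for them. RNA of lower integrity would raise the list at least as much on Corrected replicate 3, whose probes of one transcript disagreed most, but it was 0.39 above the other Corrected arrays there, which argues against it. Heart muscle in that ring is a candidate explanation for these genes. The causes of the low median signal, of the wide spread and of the COL1A2, COL2A1 and UCP1 values on this array were not tested, and the design gives no biological difference between this rabbit and the other CoA rabbits, so that no biological explanation was tested.

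Among the Control arrays, replicate 2 stood apart in the adipocyte list, with a mean log2 signal of 7.72 against 8.77 to 8.94. UCP1 was lowest on the same Control array, at 4.13. Brown fat attached to some control rings is a candidate explanation for UCP1 being lower in CoA and Corrected than in Control. The adipocyte list (ADIPOQ, LEP, LPL and THRSP) fell by 1.72 on the log2 scale for CoA vs Control. The log2 fold changes were -2.99 for ADIPOQ, -2.555 for THRSP and -1.49 for LPL, but 0.17 for LEP. The fall of the list argues against a loss of UCP1 in the vessel wall alone. But the list did not pass its test (adjusted p of 0.416 in fry), ADIPOQ overlapped between the groups, and 1 of the 18 genes of the brown adipocyte list, DIO2, was measured. ADIPOQ on Corrected replicate 1, at 7.27, was also as high as on the Control arrays, while UCP1 there was 3.49. Attached fat and a change in the vessel wall, which would be the biological explanation, therefore cannot be told apart.

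Genes that the paper does not name differed by more than 6-fold at an unadjusted p under 0.05, with groups that did not overlap. For CoA vs Control, the log2 fold change was -4.05 for SULT3A1 (limma's adjusted p = 0.218), -3.37 for HBA (limma's adjusted p = 0.228), 2.73 for NPY (limma's adjusted p = 0.217), 3.12 for TNNC2 (limma's adjusted p = 0.247) and 3.31 for TNNC1 (limma's adjusted p = 0.257). For CoA vs Corrected, it was -2.82 for SULT3A1 (limma's adjusted p = 1.00). Over the alternatives, the first comparison ranged from -4.60 to -1.54 for SULT3A1, -3.87 to -2.43 for HBA, 1.07 to 3.26 for NPY, 2.05 to 3.63 for TNNC2 and 2.22 to 3.83 for TNNC1, and the second from -3.70 to -1.07 for SULT3A1. SULT3A1 was well above background on 1 of 4 CoA arrays. For CoA vs Control, 2 of the 35 splits of the arrays, the real one included, gave at least 5 such genes, and for CoA vs Corrected, 25 of 35 gave at least 1, so that chance was not excluded for either.

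TNNC2 and TNNC1 encode troponins of striated muscle, and without CoA replicate 2 their log2 fold changes were 2.12 and 2.28. Heart muscle in that ring, where the cardiac muscle list was raised by 3.06, may add to them but does not account for them on the other CoA arrays. For Corrected vs Control, the log2 fold changes were 2.561 for TNNC2 and 2.385 for TNNC1 (limma's adjusted p = 0.536 and 0.595). All 3 probes of HBA were lower in CoA than in Control (-3.35, -3.37 and -4.81). Less blood left in the CoA rings is a candidate explanation for HBA, but 1 gene of the erythroid list was measured, HBA itself, so that blood and a change in the vessel wall cannot be told apart. No explanation was tested for SULT3A1 and NPY. Slide is open for all of these genes, because 0 CoA arrays shared a slide with another group.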

How the results depend on the processing

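The tests with normexp on the median signal, with the positive-and-significant flag only, with a common floor, with Control replicates 3 and 4 as 1 sample (with and without array weights) and with slide as a random block for Corrected vs Control were chosen only after the result was seen. The others were set earlier. Counts are given in the order CoA vs Control, Corrected vs Control, CoA vs Corrected where 3 stand together. The reported counts are 2404, 1474 and 754 past 2-fold, 269, 209 and 39 past 6-fold, and 0, 0 and 0 past adjustment in limma, with 3880, 2283 and 1175 at an unadjusted p under 0.05. Past 6-fold, 118 probes were lower and 14 higher in both comparisons with Control, and 17 passed in CoA vs Corrected and not in CoA vs Control. Unless a reason is given, the cause was not tested.

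Array weights over all 12 arrays gave 5236 and 2535 probes past 2-fold in the comparisons with Control, 565 past 6-fold for CoA vs Control and 64 for CoA vs Corrected, and 11118 and 82 past adjustment. With them, 178 probes were lower and 27 higher in both comparisons, and 6 marker lists passed. With array weights and the pair of control arrays as 1 sample, 74 probes passed adjustment for CoA vs Control, 133 passed 6-fold for Corrected vs Control, 71 passed 6-fold and 1140 2-fold for CoA vs Corrected, 44 were lower in both and 30 passed in CoA vs Corrected and not in CoA vs Control. With the pair as 1 sample and no weights, which leaves fewer samples, 1564 probes passed 2-fold for CoA vs Control, 126 passed 6-fold for Corrected vs Control and 40 were lower in both. Of the 193 and 126 probes past 6-fold there, 191 and 116 were among the 269 and 209. Without weights, all 12 arrays gave 2854 probes past 2-fold for Corrected vs Control and 1162 for CoA vs Corrected.

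Normexp on the median signal, whose offset of 50 shrinks the fold changes of dim probes by itself, gave 935, 558 and 117 probes past 2-fold. Past 6-fold it gave 76, 45 and 3, with 33 lower and 5 higher in both and 0 in CoA vs Corrected and not in CoA vs Control. No detection filter, which tests more probes, gave 3733, 2430 and 1463 past 2-fold, 449, 339 and 59 past 6-fold, 1 past adjustment for CoA vs Control, 197 lower in both and 39 in CoA vs Corrected and not in CoA vs Control. Detection on all 12 arrays, which tests fewer, gave 1277, 786 and 316 past 2-fold, 114, 74 and 9 past 6-fold, 40 lower in both and 2 in CoA vs Corrected and not in CoA vs Control. Detection on every array of a group gave 1 past adjustment for CoA vs Control, 184 lower in both and 30 in CoA vs Corrected and not in CoA vs Control. The positive-and-significant flag only, which also tests more probes, gave 317 past 6-fold for Corrected vs Control, 61 past 6-fold and 1347 past 2-fold for CoA vs Corrected, 187 lower in both and 34 in CoA vs Corrected and not in CoA vs Control. A common floor gave 16 past 6-fold for CoA vs Corrected and 6 in CoA vs Corrected and not in CoA vs Control.

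Without moderation, only the groups compared gave 837 and 282 probes past 2-fold and 120 and 13 past 6-fold for Corrected vs Control and CoA vs Corrected, 1 past adjustment for Corrected vs Control, 43 lower in both and 10 in CoA vs Corrected and not in CoA vs Control. With moderation, only the groups compared gave 1 past adjustment for Corrected vs Control. Slide as a block, which compares only Corrected replicate 2 with the 3 Control arrays on its slide, gave 548 past 2-fold for Corrected vs Control. Slide as a random block, with a correlation of -0.148 between arrays of a slide, gave 870 past adjustment for CoA vs Control and 1207 past 2-fold for CoA vs Corrected. That fit cannot separate slide from CoA, whose arrays shared 1 slide, and a negative correlation makes their mean look more precise. Scan day as a block, which leaves Control replicate 3 without weight, gave 1602 past 2-fold for CoA vs Control and 44 lower in both.

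The replicate numbers do not pair the rabbits. Deviations of arrays with the same number correlated, across probes, with r of -0.06, -0.13, 0.01 and -0.01 for CoA and Control, 0.30, 0.45 and -0.07 for Corrected and Control, and -0.13, -0.44 and -0.21 for CoA and Corrected. With a replicate block, 1158 probes passed 2-fold and 67 passed 6-fold for CoA vs Corrected, 32 passed in CoA vs Corrected and not in CoA vs Control, and 0 passed adjustment in limma.

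With each array left out in turn, the counts past 2-fold ranged from 1545 to 3536, 765 to 2400 and 641 to 1778, and those past 6-fold from 188 to 464, 112 to 348 and 29 to 134. Past adjustment they ranged from 0 to 21, 0 to 1 and 0 to 1, the 21 without Control replicate 2. The probes lower in both ranged from 38 to 188, those higher in both from 9 to 22, those in CoA vs Corrected and not in CoA vs Control from 14 to 95, and the marker lists from 0 to 2, the 2 being nerve without Corrected replicate 2.

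Normalization over 11 arrays, scaling to the 75th percentile, and trended and robust moderation kept every one of these counts within 1.5 times the reported one, and limma's treat at 2-fold gave 0 probes past adjustment. For named genes, 1193 of 1289 values under alternatives kept their direction and side of the 2-fold criterion, or moved by less than the spread between arrays where they had no test. Another 41 no longer passed the criterion, 44 passed it in addition, 11 moved and 0 reversed after passing it. The analysis with saturated spots counted as not detected was not run because there were none, and normexp on mean signals was not run because the files hold none.

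Signal over background limits the larger fold changes. Of the probes past 6-fold, 41.3%, 37.8% and 71.8% were not well above background on at least 1 array compared, and at 2-fold 24.2%, 24.8% and 48.0%.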

Differences from the paper's values

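For CoA vs Corrected, the paper counts 447 probes past 2-fold, where 754 were found. Of the 24 alternatives set before the data were examined, the counts with detection on all 12 arrays (316), with only the groups compared (564), with scan day as a block (641), without Control replicate 3 (641) and without Control replicate 4 (652) were within 1.5 times the paper's, and the other 19 were not. A common floor (560) and Control replicates 3 and 4 as 1 sample (651), both chosen after seeing the values, also came within it.

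At more than 4-fold, the paper's count for CoA vs Corrected is about 79 in Fig 3, read by eye, where 124 were found. The counts were within 1.5 times of it with only the groups compared (114), with scan day as a block (114), without Control replicate 1 (113), 3 (114) or 4 (110) and without CoA replicate 2 (99), and not under the other 18 alternatives. A common floor (68) and Control replicates 3 and 4 as 1 sample (111), both chosen after seeing the values, came within it too. At more than 6-fold, the paper's count is about 18 in Fig 3, read by eye, where 39 were found, and of the 24 alternatives the test of the groups compared without moderation (13) came within 1.5 times of it. A common floor, chosen after seeing the values, gave 16. At more than 8-fold, the paper's count is about 7 in Fig 3, read by eye, where 22 were found. Detection on all 12 arrays and the test without moderation each gave 6, and the other 22 alternatives were not within 1.5 times. A common floor, chosen after seeing the values, gave 10.

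The paper's fold decrease of UCP1 ranges from 21.4 to 21.5 for CoA vs Control, where the brightest probe gave 8.50, and from 11.9 to 14.9 for Corrected vs Control, where it gave 5.61. The alternatives that give UCP1 a value are no detection filter, detection on every array of a group and, chosen after seeing the values, the positive-and-significant flag only. They decide only which probes are tested, so they cannot change these values, which still differ from the paper's. The probe that gave them is the brightest over the 11 arrays, but the dimmest of the 5 on the Control arrays, and it gave the smallest fold decrease in both comparisons. Another UCP1 probe with Corrected arrays above background gave 11.9 for Corrected vs Control. For CoA vs Control, the only other probe with a CoA array above background gave 10.7, and the other 3 gave 18.3, 24.8 and 29.2. For Corrected vs Control, the 3 probes with no Corrected array above background gave 11.7, 14.5 and 20.0. These 6 values, which reach the paper's ranges or lie on either side of them, rest on signals not well above background, and the decrease they establish is at least 5.77-fold to 8.52-fold for CoA and at least 6.65-fold to 9.91-fold for Corrected.

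The paper proposes that the array holds no collagen probes, while 11 probes of COL1A2, 6 of COL2A1, 2 of COL5A2 and 1 of COL8A1 were found. It names ATP2A2 among the differentially expressed genes, while the log2 fold changes were 0.54, 0.73 and -0.19 for CoA vs Control, Corrected vs Control and CoA vs Corrected. Scaled to the 75th percentile, ATP2A2 passed 2-fold for CoA vs Control (1.06), and without Corrected replicate 2 it did for Corrected vs Control (1.07). Table 2, Fig 7 and a later sentence of the paper name ATP2A1, which was 6.13-fold lower in CoA than in Corrected here. Table 2 lists CD247 past 6-fold, while its brightest probe was 4.56-fold lower in CoA and 5.48-fold lower in Corrected than in Control, with up to 7.58-fold and 7.75-fold over its 5 probes. Table 4 lists PRKCB past 2-fold, while its brightest probe had log2 fold changes of -0.44 for CoA vs Control and -1.07 for Corrected vs Control and did not pass the criterion. For Corrected vs Control it passed with array weights (-1.14), with only the groups compared, with and without moderation, without Control replicate 2 (-1.31), without CoA replicate 2 and, chosen after seeing the values, with array weights and Control replicates 3 and 4 as 1 sample (-1.21). For CoA vs Control, the 2 probes with 0 CoA arrays above background were at least 1.93-fold and at least 2.23-fold lower.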

Other observations

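The tests of other splits for counts past 6-fold, shared probes and marker lists, and the tests of slide, of RNA integrity, of the near-identical control arrays and of a shared extract were chosen only after the result was seen. The splits for counts past 2-fold and past adjustment, the marker lists and the signal over background of Corrected replicate 3 were chosen earlier.

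Other splits of the same arrays into groups of the same sizes were fitted in the same way, 35 for each comparison with the real one included. At more than 2-fold, 3 splits for CoA vs Control, 4 for Corrected vs Control and 18 for CoA vs Corrected gave at least as many probes as the real one. At more than 6-fold, it was 2, 3 and 18 splits. Chance was not excluded at 1 in 20 for any of these counts. After adjustment, the real count was 0 in limma (3880, 2283 and 1175 probes at an unadjusted p under 0.05, and 0, 1 and 0 past adjustment without moderation). All 35 splits reach a count of 0 whatever the data, so the splits say nothing about it. The splits with the most probes at 2-fold set CoA replicates 1, 2 and 4 with Control replicate 2 against the rest (2803), Corrected replicates 2 and 4 with Control replicate 2 against the rest (3161), and CoA replicates 1, 3 and 4 with Corrected replicate 2 against the rest (4532).

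For results that use all groups, 100 regroupings of the 11 arrays were drawn, the real one included. As many as 118 probes lower in both CoA and Corrected were given by 1 of them, the real one, which excludes chance for this count as long as the arrays are independent. As many as 14 higher in both were given by 5, and as many as 17 in CoA vs Corrected and not in CoA vs Control by 70, so that chance was not excluded. With 0 marker lists past adjustment, all 100 reach that count whatever the data, which says nothing about chance. With Control replicates 3 and 4 as 1 sample, 40 probes were lower in both, and 8 of 100 regroupings of the 10 samples gave as many, with a median of 4 and at most 112. The near-identical pair of control arrays is therefore a candidate explanation for why the 118 probes stand out from chance, although the number of samples falls as well.

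Control replicates 3 and 4 had the closest arrays of any pair. Over the brighter probes, 9 differed by more than 4-fold between them, against 61 to 668 for the other pairs, and Pearson's r across probes was 0.995, against at most 0.985. One RNA extract on both arrays is argued against by IL6, whose 5 probes differed by 2.24 to 2.98 on the log2 scale. The arrays were on different slides scanned on different days. No biological explanation was tested. The pair bears on limma's array weights, which were 7.38 and 6.03 for these arrays and 0.206 for CoA replicate 2. With array weights, 11118 probes passed adjustment for CoA vs Control, and 74 did with the pair as 1 sample. The near-identical pair is thus a candidate explanation for most of that count.

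For Corrected vs Control, slide was tested by setting Corrected replicates 1 and 4 with Control replicate 3, which were not on the slide of the other arrays, against the rest. This split gave 734 probes past 2-fold, against the 1474 of the real one. It excludes nothing, because Control replicate 3 was on a slide of its own and Corrected replicates 1 and 4 stay together against 3 or 4 of the arrays of the other slide. With slide as a block 548 probes passed, in a comparison of Corrected replicate 2, the only array of its group on a slide with Control arrays, with Control replicates 1, 2 and 4, where the spread of the single array is taken to be that of the other groups. Slide and group therefore cannot be told apart for Corrected vs Control. The same holds for CoA vs Control, where 0 CoA arrays were on a slide with another group.

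Corrected replicate 3, left out by the paper for its bimodal intensities, was tested for low signal over background. That alone is argued against, because at least 11.2% of the brighter probes were more than 4-fold away from every other Corrected array. RNA of lower integrity is a candidate explanation. Probes of one transcript disagreed with an SD of 0.520 on this array over 2027 transcripts, against 0.302 on CoA replicate 2, 0.301 on Corrected replicate 4 and 0.151 to 0.202 on the other arrays. No biological explanation was tested.

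Lists of marker genes were tested 21 times, for 7 lists in each comparison, and 0 tests passed Benjamini-Hochberg adjustment in limma's fry (smallest adjusted p of 0.416) or in camera (0.686). Before adjustment, fry gave a p under 0.05 for nerve in CoA vs Control and for smooth muscle in Corrected vs Control. The mean log2 fold changes for CoA vs Control, Corrected vs Control and CoA vs Corrected were -1.72, -0.67 and -1.05 for adipocytes, 0.05, -0.56 and 0.60 for the thymus, 0.40, 0.30 and 0.10 for skeletal muscle, and 1.22, 0.83 and 0.39 for cardiac muscle. They were 0.35, 0.70 and -0.35 for smooth muscle, 0.27, 0.00 and 0.27 for fibroblasts and matrix, and 0.67, 0.07 and 0.60 for nerve. For skeletal muscle in CoA vs Control the median was -0.26, and for fibroblasts and matrix the median was -0.03 in CoA vs Control and -0.10 in Corrected vs Control, so that mean and median differ in sign. The smooth muscle, fibroblast and matrix, endothelium and nerve lists hold genes that the aorta itself expresses, and the cardiac muscle genes PLN, RYR2 and CASQ2 were measured on every array. The lists for brown adipocytes (1 gene measured), T cells (1), B cells (0), cell division (0), endothelium (1), macrophages (2) and erythroid cells (1) were not tested.

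Thymus or lymph node tissue in some control rings was weighed for T cell receptor and cell cycle genes being lower in CoA and Corrected than in Control. The thymus list changed by 0.0455 for CoA vs Control, with 1 of its genes lower and 2 higher, and 1 of 19 T cell genes was measured. That gene, CD5, had log2 fold changes of -1.27 for CoA vs Control and -2.41 for Corrected vs Control (limma's adjusted p = 0.321 and 0.338). CD3E, CD4 and CD28 carried a symbol but did not pass the detection filter. Their log2 fold changes for these comparisons were -2.46 and -3.20 for CD3E, 0.30 and -0.12 for CD4, and 0.37 and 0.34 for CD28. CD3E was above background on 4 Control, 1 CoA and 1 Corrected array. CD247, also outside the filter, was lower in both on all 5 of its probes. Among the Control arrays, the thymus list was highest on replicate 2, at 7.97 against 5.00 to 6.04. The 118 probes lower in both comparisons were lowest there among the Control arrays, at a median of 6.60. CD1B was high on Control replicate 2 (11.9) and CoA replicate 3 (10.2). Dividing cells of the vessel wall could not be weighed, since 0 genes of the cell division list were measured. The explanations cannot be told apart, because too few of these genes carry a symbol and were detected on enough arrays.

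Skeletal muscle fibres in some corrected rings were weighed for MYH1 and ATP2A1 being lower in CoA than in Corrected. The skeletal muscle list was 0.30 higher in Corrected than in Control. MYL1, at 8.57 and 5.30 on Corrected replicates 2 and 1, was raised with MYH1, but CKM was 6.28 and 5.10 there, against 6.43 on Control replicate 1. Fibres and a change in the vessel wall therefore cannot be told apart. Striated muscle of another tissue was weighed for MYOZ2 and TNNT2 being higher in CoA and Corrected than in Control. The cardiac muscle list was 1.22 higher in CoA than in Control, and 0.45 higher without CoA replicate 2, with single genes from -0.61 to 1.09. MYOZ2 and TNNT2 themselves were not analysed here, and the explanation stays open.

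GAPDH, the reference gene of the paper's qRT-PCR, had a log2 fold change of -1.41 for CoA vs Control, -0.52 for Corrected vs Control and -0.89 for CoA vs Corrected, with limma's adjusted p of 0.346, 0.870 and 1.00. It passed the 2-fold criterion for CoA vs Control, and did so under 14 of 30 alternatives, with log2 fold changes from -2.03 to -0.92 over all 30, the last without Control replicate 1. Other genes past 6-fold that the paper does not name, with groups that overlapped, were TIMP4, ADIPOQ, DSG4, SPP1 and RLN1 for CoA vs Control and MYOC and SAA3 for Corrected vs Control.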
